# Adipocyte OGT governs diet-induced hyperphagia and obesity

**DOI:** 10.1038/s41467-018-07461-x

**Published:** 2018-11-30

**Authors:** Min-Dian Li, Nicholas B. Vera, Yunfan Yang, Bichen Zhang, Weiming Ni, Enida Ziso-Qejvanaj, Sheng Ding, Kaisi Zhang, Ruonan Yin, Simeng Wang, Xu Zhou, Ethan X. Fang, Tian Xu, Derek M. Erion, Xiaoyong Yang

## Abstract

Palatable foods (fat and sweet) induce hyperphagia, and facilitate the development of obesity. Whether and how overnutrition increases appetite through the adipose-to-brain axis is unclear. *O*-linked beta-D-*N*-acetylglucosamine (O-GlcNAc) transferase (OGT) couples nutrient cues to O-GlcNAcylation of intracellular proteins at serine/threonine residues. Chronic dysregulation of O-GlcNAc signaling contributes to metabolic diseases. Here we show that adipocyte OGT is essential for high fat diet-induced hyperphagia, but is dispensable for baseline food intake. Adipocyte OGT stimulates hyperphagia by transcriptional activation of de novo lipid desaturation and accumulation of N-arachidonyl ethanolamine (AEA), an endogenous appetite-inducing cannabinoid (CB). Pharmacological manipulation of peripheral CB1 signaling regulates hyperphagia in an adipocyte OGT-dependent manner. These findings define adipocyte OGT as a fat sensor that regulates peripheral lipid signals, and uncover an unexpected adipose-to-brain axis to induce hyperphagia and obesity.

## Abstract (web summary)

Endocannabinoid signaling regulates food intake and is a potential therapeutic target for obesity. Here the authors show that adipocyte O-GlcNAc transferase (OGT) is required for high fat diet-induced hyperphagia via transcriptional activation of de novo lipid desaturation and accumulation of an endogenous appetite-inducing cannabinoid.

## Introduction

Overnutrition posed by palatable foods is a major culprit of the obesity epidemic worldwide. Numerous biological adaptation mechanisms exist to defend weight loss, which renders obesity notoriously difficult to treat through lifestyle changes^1,2^. Current anti-obesity drugs aim to reduce food intake and food cravings through targeting the general neurotransimitters and receptors. However, many of these drugs bring about intolerable risks of mental health problems and cardiovascular diseases^3^. Understanding what biological mechanisms define the set-point of body weight in an overnutritious environment is of paramount importance to develop new precision medicine that targets hyperphagia and obesity. Nutritional regulation of appetite is a critical mediator of overnutrition-induced obesity. Numerous studies have demonstrated the important role of brain nutrient sensors in the control of homeostatic appetite^4–6^. It is unclear whether and how adipose tissue senses overnutrition to induce hyperphagia^7^. Elucidating this adipose-to-brain axis will provide a valuable therapeutic window to treat obesity without the risk of psychiatric side effects.

Endocannabinoids are the endogenous ligands for the CB1 cannabinoid receptor. These lipid hormones are thought to link peripheral nutrient sensing to hyperphagia^8,9^. N-arachidonyl ethanolamine (AEA) is the prototypical endocannabinoid. The biosynthesis and degradation of AEA are catalyzed by N-acyl phosphatidylethanolamine phospholipase D (NAPE-PLD) and fatty acid amide hydrolase (FAAH), respectively, in various tissues, including brain, gut, and adipose tissue. Genetic and pharmacological studies on the CB1 receptor and FAAH show that the endocannabinoid system is essential for the regulation of food intake and body weight^8^. Remarkably, a periphery-restricted CB1 receptor antagonist is efficient in limiting food intake and body weight in rodents^10,11^. Decreased expression of FAAH and the CB1 receptor in adipose tissue is associated with human obesity^12^. Furthermore, mono-unsaturated lipid signals controlled by stearoyl-CoA desaturase (SCD) suppress FAAH and permit accumulation of AEA in peripheral tissues^13^. These studies suggest that the peripheral endocannabinoid system and lipid desaturation may contribute to diet-induced hyperphagia.

O-GlcNAc transferase (OGT) catalyzes the attachment of single *O-*linked beta-*N-*acetylglucosamine moieties to serine and threonine residues of intracellular proteins^14,15^. This dynamic and reversible protein O-GlcNAcylation enables diverse protein functions in response to cellular metabolic status. Hexosamine biosynthesis pathway (HBP) supplies the substrate UDP-GlcNAc for OGT. Chronic activation of the HBP and O-GlcNAc signaling has been implicated in the pathogenesis of cardiometabolic diseases^16,17^. Previous studies suggest that the HBP-OGT signaling affects leptin expression in adipose tissue in response to nutrient availability^18,19^. However, it is not known whether OGT in adipocytes is required for energy homeostasis, especially in an overnutritious environment.

Here we show that OGT in adipocytes mediates an adipose-to-brain signaling axis that enables hyperphagia and obesity during high-fat diet (HFD) feeding. Adipocyte OGT activates de novo lipid desaturation through transcriptional mechanisms, which facilitates the accumulation of endocannabinoids in adipose tissue. Peripheral tissue-derived endocannabinoids induces hyperphagia. These findings reveal that adipocyte OGT serves as a fat sensor that activates the peripheral endocannabinoid system, which in turn signals to the brain to induce hyperphagia and obesity.

## Results

### Adipocyte OGT drives diet-induced hyperphagia and obesity

To test the hypothesis that OGT in adipocytes regulates whole-body energy metabolism, we constructed adipocyte-specific OGT knockout (FKO) mice by crossing Adiponectin promoter-driven Cre mice with OGT^flox/flox^ mice (Fig. 1a). OGT FKO mice show dramatic reduction of OGT proteins and O-GlcNAc levels in adipose tissues, but exhibit no significant changes in OGT levels in the liver, muscle, and hypothalamus (Supplementary Figure 1). We fed OGT FKO and its littermate OGT^flox/flox^ control (Con) mice regular chow and HFD, respectively, and monitored the body weight and fat accumulation. The results show that OGT FKO mice gained remarkably less weight than Con mice on HFD but not on regular chow (week 9 on HFD body weight: Con 42.4 ± 1.38 g, FKO 33.4 ± 1.54 g, *P* *<* 0.0001; age- and sex-matched chow-fed Con 28.9 ± 0.76 g, FKO 28.6 ± 0.79 g, *P* *=* 0.999; One-way ANOVA *P* *<* 0.0001 followed by Tukey’s multiple comparisons test) (Fig. 1b). The decreased weight gain in HFD-fed FKO mice strongly associated with decreased accumulation of fat mass (Fig. 1c). In line with reduced fat mass, HFD-fed FKO mice had significantly reduced levels of serum leptin (Fig. 1d) and decreased wet weight of major white adipose depots (Fig. 1e). OGT deletion decreased leptin mRNA levels in adipose tissue on HFD, but not on chow diet (Supplementary Figure 2), which contributes to hypoleptinemia. Together, these results demonstrate that adipocyte OGT deletion abolishes HFD-induced obesity in mice.

**Fig. 1:**
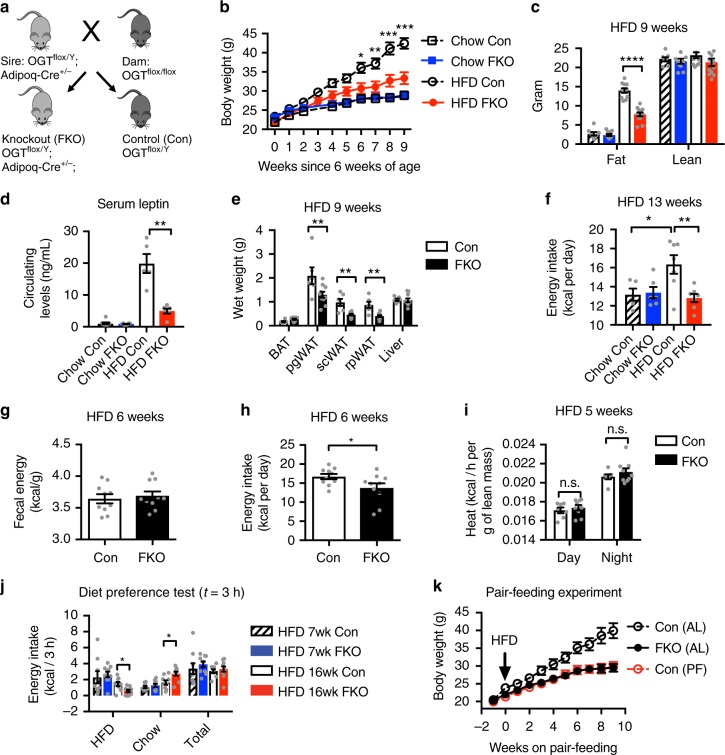
Adipocyte OGT drives diet-induced hyperphagia and obesity. **a** Genetic cross scheme. **b** Growth curves and **c** body composition of adipocyte-specific OGT knockout mice (FKO) and littermate control mice (Con) on chow (*n* = 8 (Con, dashed line with empty square/stripped bar) or 11 (FKO, blue line/bar)) or HFD (*n* = 11 (Con, dashed line with empty circle/empty bar) or 13 (FKO, red line/bar)). **d** Circulating levels of leptin and **e** wet tissue weights in male Con (*n* = 6) and FKO (*n* = 6) mice fed HFD for 9 weeks, or age-matched Con (*n* = 8) and FKO (*n* = 8) mice fed chow. BAT, interscapular brown adipose tissue. White adipose tissues include depots from perigonadal (pg), subcutaneous (sc), and retroperitoneal (rp) regions. **f** Energy intake of male mice on HFD (*n* = 7 per genotype) or Chow (*n* = 5 (Con) or *n* = 6 (FKO)) for 13 weeks. **g** Fecal energy content. **h** Daily energy intake. Male Con (*n* = 10) and FKO (*n* = 10) mice fed HFD for 6 weeks. **i** Energy expenditure of 5-week HFD-fed male Con (*n* = 7) and FKO (*n* = 9) mice. **j** Energy intake in a two-choice diet preference test. Male Con (*n* = 9) and FKO (*n* = 10) mice have been fed HFD for 7 or 16 weeks. **k** Growth curves of HFD-fed mice. Con (AL, ad libitum, *n* = 11), Con (PF, pair-fed to littermate FKO, *n* = 7), FKO (AL, *n* = 7). Data were presented as mean ± s.e.m. *P < 0.05, **P *<* 0.01, ***P *<* 0.001, ****P *<* 0.0001, post hoc Sidak’s tests (**b** (HFD Con vs. HFD FKO), **i**, **k** (Con PF vs. FKO AL)), Tukey’s tests (**c**, **d**, **f**), or two-tailed Student’s t-test (**e**, **g**, **h**, **j**)

The set-point of body weight is maintained by the balance between energy intake and energy expenditure^20^. To examine whether OGT deletion regulates any aspect of energy balance, we measured the expenditure and intake of energy in 13-week-HFD-fed or age-matched chow-fed OGT FKO mice. Remarkably, OGT deletion ablated HFD-induced hyperphagia, but had no significant impact on energy intake in mice raised on regular chow (Fig. 1f). OGT deletion did not alter the rectal temperature, energy expenditure, respiratory quotient, or physical activity after 12 weeks of HFD feeding (Supplementary Figure 3). Since body weight is a confounding factor for food intake measurement, we examined the energy balance in a turning time-point that OGT deletion started to abolish weight gain. At 6 weeks of HFD feeding, OGT deletion had no significant effect on the function of nutrient absorption (Fig. 1g), but significantly decreased energy intake (Fig. 1h). OGT deletion did not alter energy expenditure (Fig. 1i). HFD stimulates appetite in part through high palatability, as compared to low-fat diet^21^. In a two-choice test, we further observed that OGT FKO mice developed a preference toward regular chow after prolonged HFD feeding (16 weeks) (Fig. 1j). On regular chow, OGT FKO and Con mice exhibited indistinguishable diet preference (Supplementary Figure 4). These results show that adipocyte O-GlcNAc signaling senses dietary fat to induce hyperphagia and to promote preference toward highly palatable calorie-dense foods.

To test whether adipocyte OGT deletion abolishes diet-induced obesity through ablation of hyperphagia, we performed a pair-feeding experiment. At the age of 6 weeks, Con mice were pair-fed (PF) to weight-matched littermate OGT FKO mice in the HFD regimen. Another cohort of Con mice was fed ad libitum (AL) as a positive control for diet-induced obesity. We found that the body weight of pair-fed Con mice was indistinguishable from that of OGT FKO mice (Fig. 1k). As expected, pair-feeding normalized fat mass between FKO and Con mice (Supplementary Figure 5). These results strongly indicate that adipocyte O-GlcNAc signaling drives diet-induced obesity mainly through the induction of hyperphagia.

### Adipocyte OGT deletion ameliorates insulin resistance

To determine the metabolic effects of adipocyte OGT, we examined blood chemistry and glycemic control in OGT FKO mice fed HFD for 11–12 weeks. OGT deletion decreased hyperinsulinemia, an insulin resistance index (Fig. 2a), and hyperleptinemia (Supplementary Figure 6). OGT deletion did not alter total adiponectin levels in serum (Supplementary Figure 6). We profiled serum free fatty acids by targeted mass spectrometry (Supplementary Figure 7) and found that OGT deletion decreased circulating levels of free fatty acids (Fig. 2b). Furthermore, OGT FKO mice showed improved systemic insulin sensitivity (Fig. 2c), glucose tolerance (Fig. 2d), and insulin response to glucose load (Fig. 2e). Together, these data show that adipocyte OGT deletion ameliorates diet-induced insulin resistance.

**Fig. 2:**
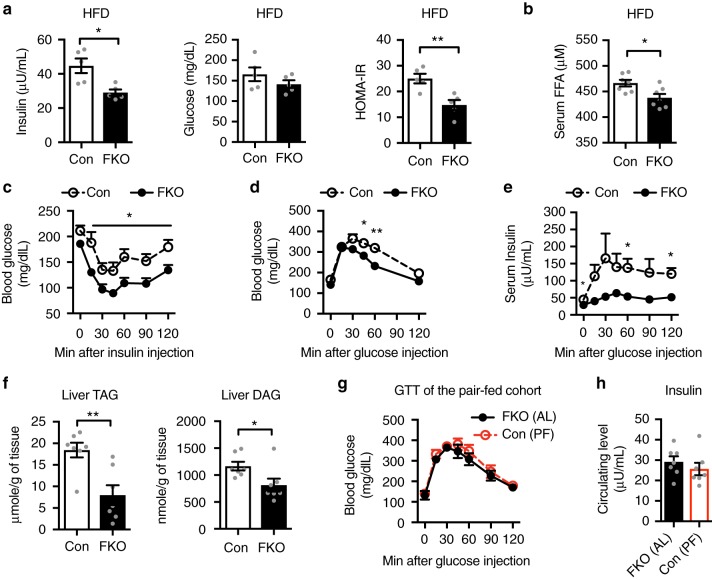
Adipocyte OGT drives diet-induced insulin resistance through obesity. **a** Basal insulin levels, glucose levels, HOMA-IR values in male Con (*n* = 5) and FKO (*n* = 5) mice fed HFD for 11 weeks. **b** Serum levels of free fatty acids (FFA). Mean ± s.e.m.: 466.4 ± 6.4 μM (Con, *n* = 7) vs. 437.8 ± 7.5 μM (FKO, *n* = 7). **c** Blood glucose response to intraperitoneal insulin tolerance test in male Con (*n* = 5) and FKO (*n* = 5) mice fed HFD for 12 weeks. **d**, ** e** Blood glucose (**d**) or blood insulin (**e**) response to intraperitoneal glucose tolerance test (GTT) in male Con (*n* = 5) and FKO (*n* = 5) mice fed HFD for 11 weeks. **f** Levels of triacylglycerol (TAG) and diacylglycerol (DAG) in livers of Con (*n* = 7) and FKO (*n* = 7) mice fed HFD for 22 weeks. **g**, **h** Blood glucose response to GTT (**g**), and basal insulin levels (**h**) in pair-fed (PF) Con (*n* = 7) and ad libitum (AL) FKO (*n* = 7) mice fed HFD for 9 weeks. Data were presented as mean ± s.e.m. *P < 0.05, **P *<* 0.01, two-tailed Student’s t-test (**a**, **b**, **f**, **h**), or post hoc Sidak’s tests (**c**–**e**, **g**)

Ectopic accumulation of diacylglycerols (DAG) results in obesity-associated insulin resistance^22^. Lipid profiling conducted in 22-week-HFD-fed Con and OGT FKO mice (Supplementary Figure 8) showed that OGT deletion decreased accumulation of triacylglycerol (TAG) and DAG in the liver (Fig. 2f). Furthermore, OGT FKO mice did not show any significant difference in glucose tolerance and circulating insulin levels when compared to body weight-matched pair-fed Con mice (Fig. 2g, h). Together, these results show that adipocyte OGT drives diet-induced insulin resistance through obesity.

### Transcriptomic and lipidomic changes in FKO adipose tissue

Histological analysis showed that OGT deletion did not alter adipocyte size in chow-fed OGT FKO mice, but significantly decreased the average size of adipocytes in mice on HFD for 9 weeks (Supplementary Figure 9). 

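Ogt encodes the enzyme that attaches O-GlcNAc to proteins and is the gene deleted in adipocytes of FKO mice. Its 3 probes did not part the arrays by their labels. With the brightest, ILMN_2611676, the intensities were 188, 264, 199, 232 and 267 on the arrays labelled Con 1 to Con 5, and 296, 177 and 260 on those labelled FKO 1 to FKO 3. The log2 fold change (FKO over Con) was 0.08 (standard error 0.23, exact permutation test, two-sided, p = 0.768). For ILMN_1247078 it was 0.01 (standard error 0.21, exact permutation p = 0.946) and for ILMN_2647864 it was −0.04 (standard error 0.18, exact permutation p = 0.946). With each of the 3 probes, the 3 lowest arrays were those labelled Con 1, Con 3 and FKO 2. The arrays are therefore named by their labels throughout, and every direction given between FKO and Con is a direction between labels that Ogt does not bear out. A probe outside the deleted exons checks nothing, the position of these probes was not settled here, and cells other than adipocytes keep their Ogt. Other measures in the paper run towards a loss of Ogt in FKO mice: OGT protein and O-GlcNAc were lower in adipose tissue (Supplementary Figure 1). RT-qPCR in mice on chow or a longer high-fat diet gave lower Scd genes and Acss2 (Fig. 4a), which do not measure Ogt itself. These measures do not settle the labels of the arrays, and no reporter or cassette is named that the arrays could read.

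**Figure D1:**
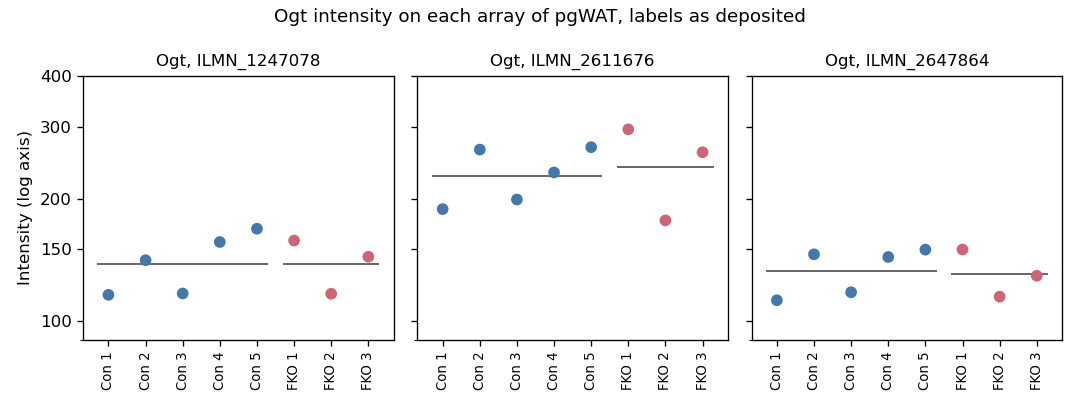
Intensity (log axis) of the 3 Ogt probes on each of the 8 arrays, blue for arrays labelled Con and red for arrays labelled FKO, with a horizontal line at the geometric mean of each labelled group. For ILMN_2611676 the array labelled FKO 2 lies at 177, and those labelled FKO 1 and FKO 3 at 296 and 260.

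RNA of perigonadal white adipose tissue (pgWAT) from male mice was read on 8 Illumina MouseRef-8 v2.0 arrays, 1 per mouse. The sample labels and the figure legends give 5 Con and 3 FKO mice, and the methods give 3 WT and 5 FKO mice. The labels were used. The labels give an age of 15 weeks, whereas the methods start the high-fat diet at 6 to 7 weeks. The authors quantile-normalized the intensities, which are linear and share 1 lowest and 1 highest value on all arrays. No background had been subtracted: 52.1% of the values lie within 10 of 98.5. Between 51.5% and 51.6% of the 25697 probes per array lie above the background limit of 106.1, and the number of arrays limits the precision. Background was corrected by normexp with an offset of 50 before quantile normalization and log2. The 13877 probes above the limit on at least 3 arrays (9652 genes) were tested with limma and with the methods' t-test. In simulated arrays of these group sizes, limma found 87 of 100 changes of 1 on the log2 scale and the methods' t-test 92. The simulated noise was independent between probes and the changed probes were picked at random. The counts therefore check the code and do not give the power for genes of wide spread, such as Scd2 (standard error 0.84).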

To determine the major impact of OGT depletion on adipocyte function, we profiled adipose tissue transcriptome from OGT FKO and Con mice challenged by HFD for 3 days. Pathway enrichment analysis of differentially regulated transcripts (including 157 downregulated and 149 upregulated genes) showed that transcriptional programs related to mitochondria, peroxisome, fatty acid metabolic process, and oxidation–reduction process were suppressed by OGT deletion (Fig. 3a), whereas mitochondria-related transcripts were upregulated (Supplementary Figure 10). 

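Gja1, which encodes the gap junction protein connexin-43, was the single probe that met the methods' t-test criterion, and it was lower on the arrays labelled FKO. Its intensity was 4203, 3673, 4735, 5076 and 2406 on the arrays labelled Con 1 to Con 5 and 2001, 2113 and 1928 on those labelled FKO 1 to FKO 3 (log2 fold change −0.97, standard error 0.23, exact permutation p = 0.0357). By the methods' t-test, 0 probes were thus higher and 1 lower, and 0 passed after Benjamini-Hochberg adjustment. The call of Gja1 was lost on linear values and without any 1 of the arrays labelled Con 2, Con 3, Con 4, FKO 1 and FKO 3. With limma, 0 probes were higher and 0 lower (smallest adjusted p = 1), and 593 had an unadjusted p under 0.05, 319 of them higher and 274 lower. The labelled groups did not overlap in 364 probes, 2.62% of those tested, where chance gives 3.57%. Ogt does not bear out the labels behind these directions.

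Genes of the mitochondria and of the peroxisome were not called as lists between the labels. Of 84 OXPHOS genes, which build the respiratory chain, 35 had a positive and 49 a negative log2 fold change (camera, adjusted p = 0.532). Of 70 genes of the mitochondrial ribosome 20 were positive and 50 negative (adjusted p = 0.295), of 50 for import and carriers 19 and 31 (0.4), and of 20 of the TCA cycle 9 and 11 (0.475). Of 48 peroxisomal genes 12 were positive and 36 negative (adjusted p = 0.295). Among them, Dao and Ddo, which oxidize D-amino acids, had log2 fold changes of −1.12 (standard error 0.35) and −0.45 (standard error 0.11), each with an adjusted p of 1 from limma. Of 148 oxidoreductases 50 were positive and 98 negative, with a median of −0.04 and a mean of 0.02 (adjusted p = 0.628). The steroid hydroxylase Cyp17a1 (log2 fold change 1.89, standard error 0.70) and the fatty acid hydroxylase Cyp4a12a (2.06, standard error 0.81) were high on the arrays labelled FKO 1 and FKO 3 and not on FKO 2. Con 2 came next, at 135 and 145, and the other Con arrays reached at most 104 and 107. Genes of the epididymis, given below, share this order of arrays. With 0 genes called higher and 1 lower, and Gja1 in none of the 33 fixed lists, Fisher's exact test for enrichment could call no list.

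Camera with a preset correlation called 3 of the 33 lists. Genes of the epididymis, which adjoins this fat pad, had the strongest shift (12 of 13 positive, mean log2 fold change 1.59, adjusted p = 6.41e-09): Adam7, a surface protein of epididymal cells, had an intensity of 3939 and 7925 on the arrays labelled FKO 1 and FKO 3, 117 on FKO 2 and 132 to 531 on those labelled Con. As a list, erythroid genes were higher (5 of 7 positive, mean 0.16, adjusted p = 0.036), with Alas2, which starts haem synthesis, at 0.55 (standard error 0.13, adjusted p = 1 from limma), though it passed adjusted over the list alone. As a list, genes of the extracellular matrix were lower (36 of 44 negative, mean −0.10, adjusted p = 0.0436), with the collagen gene Col1a2 at −0.25 and Tgfbi at −0.28, neither of which passed alone (adjusted p = 1 from limma). The list did not follow the labels array by array: the median log2 deviation of its members from their mean over all arrays was 0.20, 0.10 and 0.18 on the arrays labelled Con 1, Con 3 and FKO 2, and −0.14 and −0.22 on FKO 1 and FKO 3. Endothelial markers (20 of 23 negative, mean −0.10, camera adjusted p = 0.365) went the same way as the matrix genes without being called. So did markers of progenitors and fibroblasts (16 of 22 negative, mean −0.08, adjusted p = 0.295). None of the 3 calls holds with an estimated correlation (adjusted p = 0.931 for each), and fry called 0 lists.

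Without the array labelled FKO 2, limma gave 191 higher and 2 lower probes. On all 191 the arrays labelled FKO 1 and FKO 3 were the 2 highest, which calling probes higher on those arrays largely set. Con 2 was next on 138 of the 191, and epididymal genes such as Adam7 and Rnase12 were among them (9 of the list). Without the array labelled Con 5 it gave 15 lower probes. Camera called the peroxisomal genes lower without Con 1 (adjusted p = 0.0314) or FKO 1 (adjusted p = 0.0441), and those of the mitochondrial ribosome without Con 4 (adjusted p = 0.0107) or FKO 3 (adjusted p = 0.0246), none of which holds with an estimated correlation.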

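Scd2, a desaturase that makes monounsaturated fatty acids, had intensities of 156, 650, 164, 500 and 679 on the arrays labelled Con 1 to Con 5 and of 414, 154 and 1021 on those labelled FKO 1 to FKO 3 (log2 fold change 0.19, standard error 0.84, exact permutation p = 0.786). Acss2, which makes acetyl-CoA from acetate, ran from 1026 to 5531 on the Con arrays and was 2594, 1082 and 4619 on the FKO arrays (0.00, standard error 0.68, exact permutation p = 1). Aldh1a7, an aldehyde dehydrogenase, was at 137 and 156 on the arrays labelled Con 1 and Con 3 and at 134 on FKO 2, and between 866 and 1238 on the other 5 (0.07, standard error 1.16). Acadvl, which opens the mitochondrial oxidation of very long-chain fatty acids, was at 258, 264 and 277 on the same 3 arrays and between 812 and 973 on the others (0.11, standard error 0.67). The lipoprotein gene Apoa2 (−0.01, standard error 0.92) and the potassium channel gene Kcnj15 (0.33, standard error 0.66) were not called by label either. Between the labels, standard errors of this size leave large changes in either direction possible. For Aldh1a7 and Acadvl the spread lies mostly between the 3 low arrays and the other 5, which the labels cut across.

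Of the 10 genes in Fig. 3b, 4 had a negative log2 fold change, and the values ran from −0.10 to 0.33 with standard errors of 0.07 to 1.16. By limma 0 of them changed, whether adjusted over all probes tested or adjusted over the list alone (smallest unadjusted p = 0.46), and by the methods' t-test 0 did. The paper chose this list on these samples, so it is not independent evidence. For 9 of the 10 genes the arrays labelled Con 1, Con 3 and FKO 2 were the lowest 3. The exception, the interferon-induced gene Ifi27, lay between 10220 and 12320 on the 8 arrays (−0.06, standard error 0.07), near the top of the scale, where folds are compressed. Another Ifi27 probe lay between 6773 and 7733. The highest array was 1.21 times the lowest with the first and 1.14 times with the other. No grouping of these arrays therefore gives the paper's value of about −1.8 with either probe. The symbol is also an older name of Ifi27l2a, whose probe, looked at after its values were seen, was at 1655, 1403 and 1312 on those 3 arrays and between 3797 and 6655 on the other 5 (0.01, standard error 0.67), so the exception rests on which gene the symbol means. Sssca1 and Fam132a are listed here under their newer symbols Znrd2 (0.09) and C1qtnf12 (0.00).

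**Figure D2:**
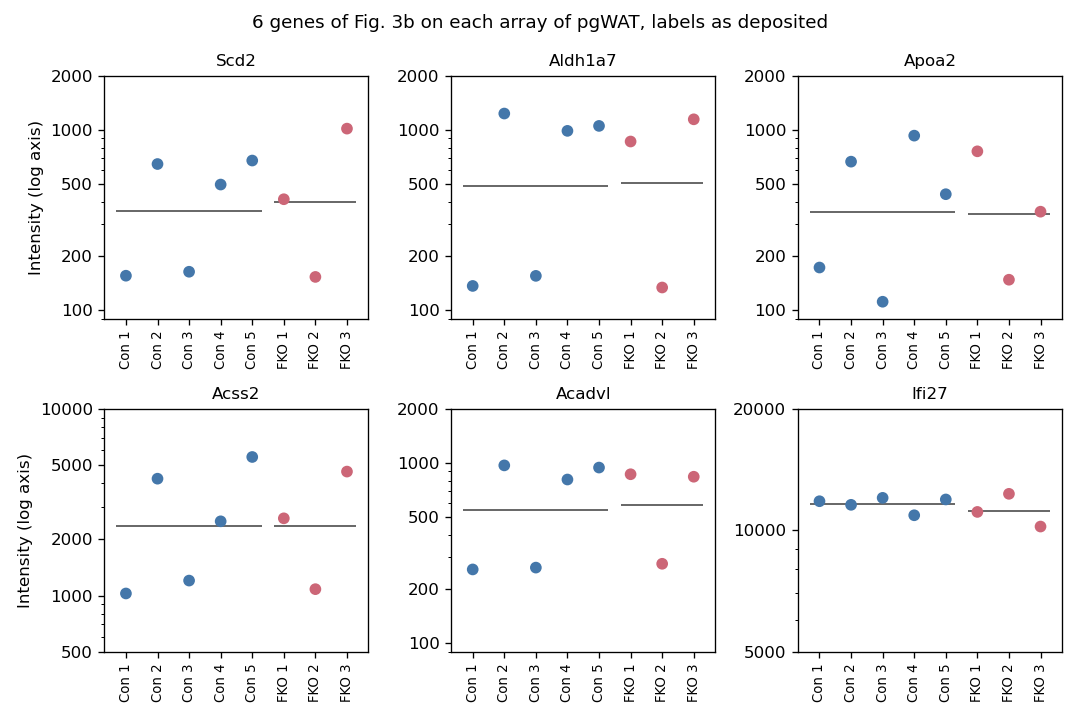
Intensity (log axis) of Scd2, Aldh1a7, Apoa2, Acss2, Acadvl and Ifi27 on each of the 8 arrays, blue for arrays labelled Con and red for arrays labelled FKO, with a horizontal line at the geometric mean of each labelled group. Scd2 is at 156, 164 and 154 on the arrays labelled Con 1, Con 3 and FKO 2, and between 414 and 1021 on the other 5.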

Of the top 10 differentially regulated genes (Fig. 3b and Supplementary Figure 10), the presence of *Scd2* (stearoyl-CoA desaturase 2) suggests that de novo lipid desaturation may be impaired.

**Fig. 3:**
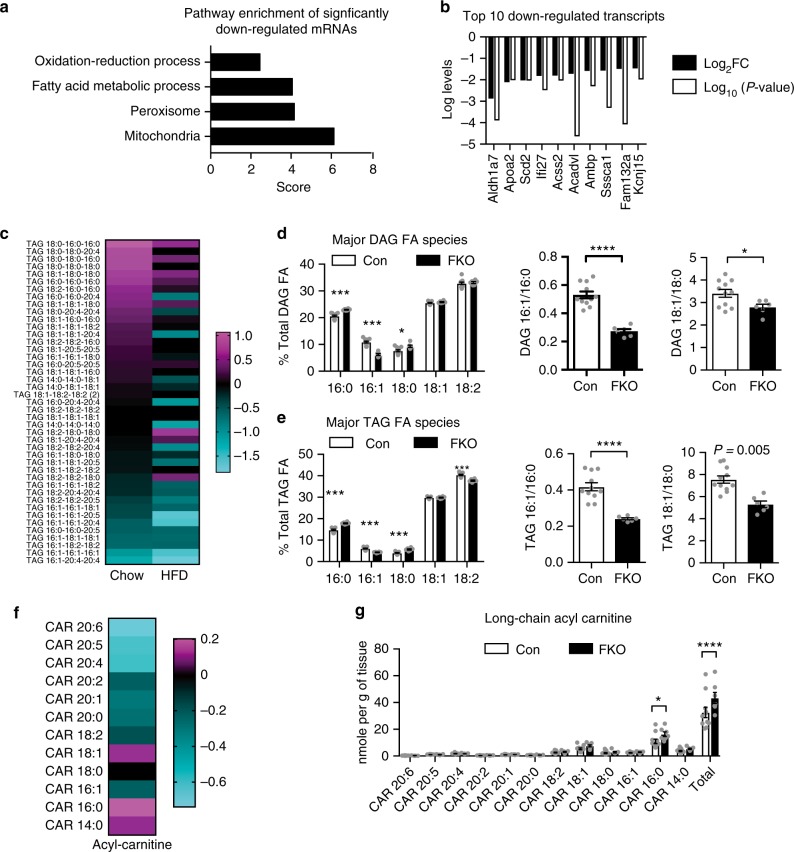
Transcriptomic and lipidomic analysis of adipose tissue from OGT FKO mice. **a** Pathway enrichment analysis of perigonadal white adipose tissue (pgWAT) from male Con (*n* = 5) and FKO (*n* = 3) mice fed HFD for 3 days. One hundred and thirty-four genes downregulated by OGT depletion were analyzed in the DAVID 7.8 platform. **b** Graph showing top 10 downregulated genes in adipose tissue. FC, fold-change of signals in FKO divided by signals in Con. **c** Heatmap of TAG lipid species in adipose tissue lipidome. Data were presented as log_2_ ratios of FKO/Con (Chow for 14–15 weeks, Con *n* = 11, FKO *n* = 6; age-matched HFD for 9 weeks, Con *n* = 7, FKO *n* = 8). **d**, **e** Content of major fatty acids in DAG and TAG in adipose tissue from chow-fed mice (*n* = 11 Con; *n* = 6 FKO), and lipid desaturation indexes (16:1/16:0, 18:1/18:0). **f**, **g** Heatmap (**f**) and Bar graphs (**g**) of the long-chain acyl-carnitine (CAR) profile of adipose tissue from mice described in panel (**d**, **e**). Data were presented as mean ± s.e.m. *P < 0.05, **P *<* 0.01, ***P < 0.001, ****P < 0.0001 two-tailed Student’s t-test (**d**, **e**), or post hoc Sidak’s multiple comparison test (**f**, **g**)

Lipidomic analysis of perigonadal white adipose tissue (pgWAT) from chow-fed and 9-week-HFD-fed Con and OGT FKO mice showed that levels of saturated fatty acids and mono-unsaturated fatty acids from TAG are differentially enriched (Fig. 3c). A similar pattern was observed in DAG species, but not in cholesterol esters or ceramides (Supplementary Figure 11). In fact, adipocyte OGT deletion increased palmitate (C16:0), stearate (C18:0) and decreased palmitoleate (C16:1) levels in both DAG (Fig. 3d) and TAG (Fig. 3e), which resulted in decreased lipid desaturation index (16:1/16:0 and 18:1/18:0, the latter is confounded by dietary C18:1). Acyl-carnitines are the substrates for fatty acid oxidation. Lipidomic profiling showed that OGT deletion increased the total level of long-chain acyl-carnitines, which is mainly attributed to the elevated level of palmitoyl-carnitine (Fig. 3f, g). This result shows that OGT FKO decreased fatty acid oxidation in adipocytes. Of note, adipocyte fatty acid oxidation is not required for weight gain during HFD feeding, though it is essential for adaptive thermogenesis^23,24^. Together, systematic analysis of the transcriptomic and lipidomic changes indicates that adipocyte OGT regulates lipid desaturation and oxidation.

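As lists, genes of fatty acid synthesis and desaturation and of fatty acid oxidation were not called between the arrays labelled FKO and Con. Of 26 genes that make, elongate or desaturate fatty acids, 11 had a positive and 15 a negative log2 fold change (camera, adjusted p = 0.862), though without the array labelled FKO 3 they were called lower (mean −0.14, adjusted p = 0.0246, not held with an estimated correlation). Scd1, the main desaturase of adipose tissue, was between 11570 and 14430 on the arrays labelled Con and at 13070, 10900 and 12810 on those labelled FKO 1 to FKO 3 (log2 fold change −0.06, standard error 0.10, exact permutation p = 0.661). Its intensities lie near the top of the scale, where arrays share values and folds are compressed, so they say little about Scd1. Thrsp, which raises lipogenesis, had a log2 fold change of −0.46, and the acyl-CoA synthetase gene Acsl4 one of 0.33, each with an adjusted p of 1 from limma. Scd3 and Scd4 were below the level at which probes were tested. Of 30 genes of mitochondrial fatty acid oxidation, 13 were positive and 17 negative (adjusted p = 0.648). Among them, Hadhb of the trifunctional protein (−0.30, standard error 0.12) and the carnitine palmitoyltransferase gene Cpt2 (−0.14) were negative. The carnitine transporter gene Slc22a5 (0.81) was high on the arrays labelled FKO 1 and FKO 3 and not on FKO 2. For Slc22a5 Con 2 came next (535, against 444 to 461 on the other Con arrays), an order that genes of the epididymis share. None of these genes passed. Ogt does not bear out the labels behind these directions, and the lipidome was not analysed here. From Scd2 among its top genes the paper proposes that desaturation may be impaired, and it reads a decrease of oxidation from the acyl-carnitines of its lipid profile. From transcripts and lipids together it reasons that OGT in adipocytes regulates both processes.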

### OGT trans-activates lipid desaturation in adipose tissue

Next, we investigated whether adipose tissue lipid desaturation links OGT-mediated dietary fat sensing to hyperphagia. De novo desaturation of fatty acids is catalyzed by a family of stearoyl-CoA desaturases (*Scd1-4*, yet *Scd4* is not expressed in fat) in mice. We therefore tested whether adipocyte OGT promotes the expression of *Scd* genes. In the real-time quantitative PCR analysis of adipose tissue, we also included the catalytic and regulatory genes involved in de novo lipogenesis, as they are usually regulated together with *Scd* genes. The results show that OGT deletion decreased the expression of all *Scd* genes, *Acss2* (Acyl-coenzyme A synthetase short-chain family member 2, listed in Fig. 3b), but not that of *Acly* (ATP citrate lyase), *Acaca* (acetyl CoA carboxylase 1), or *Elovl6* (ELOVL family member 6, elongation of long-chain fatty acids) in the adipose tissue of HFD-fed mice or age-matched chow-fed mice (Fig. 4a). OGT deletion did not alter the expression of any lipogenic transcription factors we tested but *Srebf1* (Fig. 4a). Western blot analysis shows that OGT deletion decreased the protein levels of SCD1 and SCD2 in white adipose tissue (Fig. 4b and Supplementary Figure 12). A survey of expression of de novo lipogenic genes in both white and brown adipose tissues shows that OGT deletion selectively abolished the expression of *Scd* genes in white adipose tissues (Supplementary Figure 13). Consistent with this transcriptional profile, we observed that OGT deletion did not alter the protein levels of other enzymes in lipogenesis including fatty acid synthase (FASN) and ACACA (Supplementary Figure 14). Thus, adipocyte OGT is essential for expression of *Scd* genes in white adipose tissue.

**Fig. 4:**
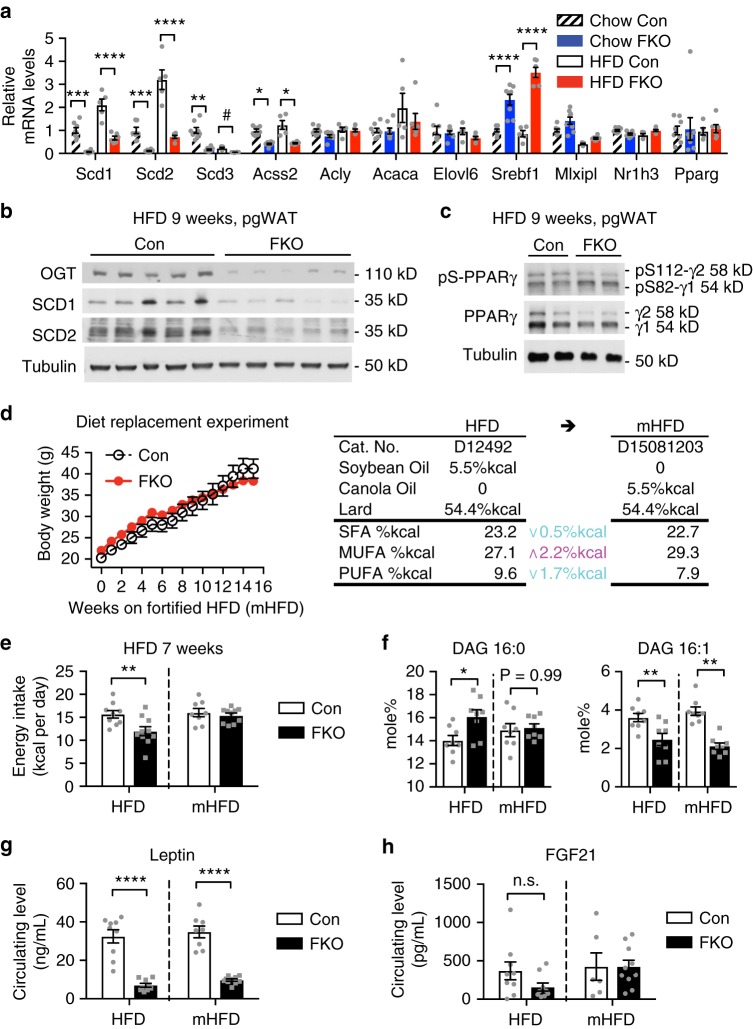
Adipocyte OGT drives diet-induced hyperphagia through transactivation of lipid desaturation in adipose tissue. **a** Gene expression analysis of de novo lipid desaturation and synthesis in adipose tissue (Chow for 15 weeks, Con *n* = 8, FKO *n* = 8; age-matched HFD for 9 weeks, Con n = 5, FKO *n* = 6). **b** Protein levels of SCD and OGT in adipose tissue. **c** Western blotting analysis in adipose tissue from 9-week-HFD-fed FKO and Con mice (Con *n* = 5, FKO *n* = 6, two representative biological replicates were shown). **d** Growth curves and **e** energy intake of (m)HFD-fed Con and FKO mice (*n* = 8–10 per group). mHFD denotes a mono-unsaturated fat-fortified high-fat diet that changes the saturated fat-rich soybean oil fraction into the mono-unsaturated fat-rich canola oil as illustrated in the diagram (**d**). **f** Contents of palmitate (C16:0) and palmitoleate (C16:1) DAG in adipose lipidome, and circulating levels of leptin (**g**), or of FGF21 (**h**) in mice fed HFD or mHFD for 15 weeks. Data were presented as mean ± s.e.m. n.s. not significant, *P < 0.05, **P *<* 0.01, ****P < 0.0001, post hoc Sidak’s tests (**a**, **e**–**h**), or ^#^*P* *<* 0.01 HFD Con vs. HFD FKO, two-tailed Student’s t-test (**a**). A dashed line in (**e**–**h**) indicates that data from HFD study and mHFD study are presented in a side-by-side manner, and inference may not be made between different diets

### O-GlcNAcylation regulates adipose PPARγ

A substantial body of evidence demonstrates an essential role of PPARγ in transcriptional activation of *Scd* genes in mammals including humans^25,26^. It is known that PPARγ promotes lipid desaturation and the expression of *SCD* genes in cultured cells related to mammary glands^27^. We sought to verify that PPARγ is required for expression of *SCD* genes in adipose tissue in a mouse population and a genetic mouse model. Computational analysis of the hybrid mouse diversity panel strains showed that transcripts of *Scd1-3* and *Pparg* were positively correlated in the adipose tissue (Supplementary Figure 15). Indeed, adipose tissue-specific ablation of PPARγ decreased the expression of *Scd1* and *Scd2* in adipose tissue (Supplementary Figure 16). To determine whether OGT regulates PPARγ in vivo, we performed western blot analysis in adipose tissue of HFD-fed Con and FKO mice, and found that OGT deletion decreased the protein levels of PPARγ2 and increased the inhibitory Ser82 (or Ser112) phosphorylation of both PPARγ isoforms (Fig. 4c and Supplementary Figure 17). The isoform-specific regulation on PPARγ by OGT is important because *Pparg2* is restrictedly expressed in adipocytes and *Pparg1* is broadly expressed in tissues^28^. Together, these results show that OGT is required for PPARγ expression and activity in adipose tissue.

To provide mechanistic insights into OGT-mediated regulation of PPARγ, we performed site-directed mutagenesis studies on PPARγ2. Threonine (T) 54 is the only reported O-GlcNAc site on PPARγ1^29^, which corresponds to T84 of PPARγ2. We introduced the non-O-GlcNAcylable mutation (T-to-A) on T84 of PPARγ2, and determined the effects of T84A mutation on PPARγ2 O-GlcNAcylation and protein levels. 293A cells were transfected with expression vectors of PPARγ2 or T84A mutant, together with or without the expression vector of OGT, and subjected to immunoprecipitation. Western blot analysis of the immunoprecipitated proteins showed that PPARγ2 was O-GlcNAcylated by forced expression of OGT (Supplementary Figure 18). The T84A mutation dramatically decreased the expression and O-GlcNAcylation of PPARγ2, indicating that T84 O-GlcNAcylation is essential for PPARγ2 protein expression (Supplementary Figure 18). To determine whether T84 O-GlcNAcylation is required for PPARγ2 activity, we co-transfected 293A cells with expression vectors for PPARγ2 (or T84A mutant), RXR, and a PPRE-luciferase reporter, and examined the transcriptional activity of PPARγ2 in the baseline (vehicle-treated) and ligand-induced (Pioglitazone-treated) conditions. We found that T84A mutation abolished 74.4% of the baseline PPPAγ2 activity, and 44.5% of the ligand-induced activity (Supplementary Figure 19). Together, these results demonstrate an essential role of OGT in the regulation of PPARγ2 function via O-GlcNAcylation.

### OGT targets adipose lipid desaturation to enable hyperphagia

De novo lipid desaturation in adipose tissue is emerging as an important regulator of systematic metabolism^30,31^. To test whether de novo desaturation in adipose tissue links OGT to hyperphagia in HFD feeding, we fed FKO and Con mice with a modified HFD (mHFD), in which mono-unsaturated fat (predominantly made of oleate in fatty acid composition) is fortified while maintaining the total fat content (Fig. 4d). Con mice exhibited no preference between HFD and mHFD (Supplementary Figure 20). We observed that mHFD feeding rescued the obesity-associated phenotype of OGT FKO mice, including the body weight (Fig. 4d), fat mass (Supplementary Figure 21), energy intake (Fig. 4e), and contents of palmitate (C16:0) and oleate (C18:1) in DAG (Fig. 4f and Supplementary Figure 22). Since palmitoleate is low in diet, but mainly de novo desaturated from palmitate, mHFD did not normalize palmitoleate (C16:1) level in DAG (Fig. 4f). mHFD did not normalize the levels of PPARγ2 and SCD1 in adipose tissue (Supplementary Figure 23), supporting that mHFD acts downstream of PPARγ2. Interestingly, mHFD did not restore the decreased circulating level and tissue mRNA level of leptin in FKO mice (Fig. 4g and Supplementary Figure 24). This observation suggests that leptin is not a major mediator to OGT-controlled appetite regulation. Recently, fibroblast growth factor (FGF)-21 is arising as a periphery-to-brain hormone that reduces the diet preference for sweets and alcohol^32,33^. We found that circulating FGF21 levels were not significantly altered by OGT FKO in both HFD and mHFD feeding (Fig. 4h). Consistently, OGT FKO did not alter the transcript signature associated with PPARα activity in HFD-fed mice (Supplementary Figure 25). Our data suggests that the regulation of food intake and diet preference controlled by the adipose tissue OGT-SCD axis is not mediated by leptin or FGF21. Together, these results demonstrate that the OGT drives diet-induced hyperphagia and obesity through signals determined by adipose tissue lipid desaturation.

### OGT targets adipose endocannabinoids to enable hyperphagia

Previous studies report that mono-unsaturated lipid signals generated by SCD suppress FAAH-controlled AEA degradation, and thus enable the activation of the endocannabinoid system in peripheral tissues^13^. To determine whether OGT-mediated lipid desaturation affects FAAH-controlled endocannabinoid degradation, we performed an unbiased lipid profiling of *N*-acylethanolamines (NAEs) in adipose tissue and serum from OGT FKO and Con mice. The results showed that OGT deletion decreased a plethora of NAE species derived from an arachidonyl backbone in HFD feeding, which was rescued by mHFD feeding (Fig. 5a). Particularly, OGT deletion significantly decreased AEA levels in adipose tissue from HFD-fed mice, but not in adipose tissue from mHFD-fed mice (Fig. 5b). OGT deletion may decrease circulating levels of AEA, but this effect is not statistically significant (Fig. 5c). The results of NAE profiling indicate that OGT suppresses FAAH-controlled endocannabinoid degradation in adipose tissue in a mono-unsaturated lipid-dependent manner.

**Fig. 5:**
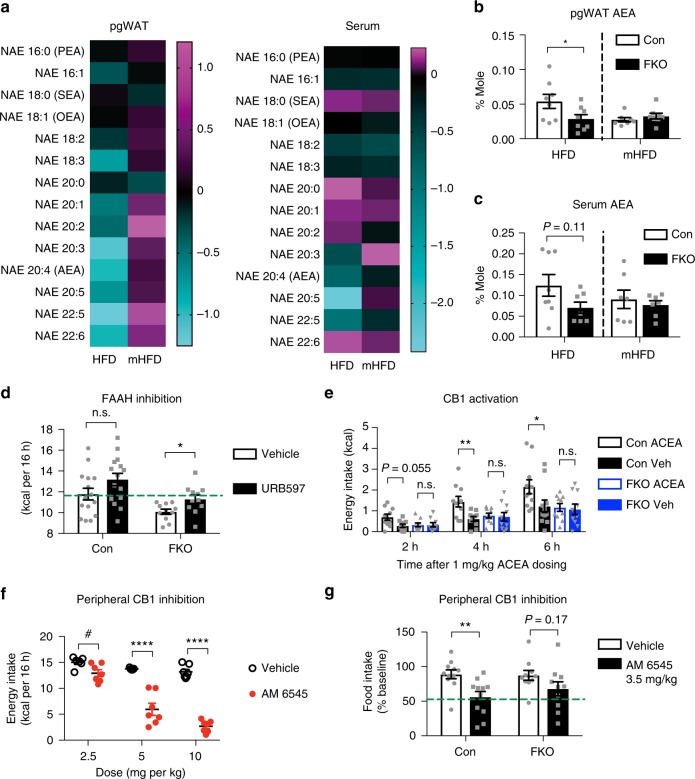
Adipose tissue endocannabinoid metabolism mediates the appetite-inducing effect of OGT. **a** Heatmap of *N*-acylethanolamine (NAE) profiles in adipose tissue (pgWAT) and serum from mice (*n* = 8 per group) fed HFD or mHFD for 14–15 weeks. Data has been processed to follow Gaussian distribution. Each box represents the log_2_ ratio of FKO/WT. **b**, **c** Levels of AEA in adipose tissue (**b**) and serum (**c**) from mice described above. **d** Energy intake of mice (*n* = 15 or 11) fed HFD for 10–13 weeks and dosed with FAAH inhibitor URB597 (0.5 mg/kg). n.s. not significant, *P *<* 0.05, multiple t-tests adjusted by the Holm–Sidak method. **e** Energy intake of mice (*n* = 11 or 10) fed HFD for 12–14 weeks and dosed with CB1 agonist ACEA (1 mg/kg). Mice were dosed at 8:30–9:00 a.m., and measured at indicated time points. n.s. not significant, *P < 0.05, **P *<* 0.01, repeat-measure post hoc Sidak’s tests. **f** Energy intake of mice (*n* = 7 per group) fed HFD for 13 weeks dosed with peripheral CB1 receptor blocker AM 6545 as indicated. Data were presented as mean ± s.e.m. n.s. not significant, *P < 0.05, **P *<* 0.01, ****P *<* 0.0001, post hoc Sidak’s tests, or ^#^*P* *<* 0.05, two-tailed Student’s t-test. **g** Food intake (% pre-injection baseline) of mice (*n* = 11 or 10) fed HFD for 10–11 weeks and dosed with CB1 antagonist AM 6545 (3.5 mg/kg). **P *<* 0.01, repeat-measure post hoc Sidak’s tests. A dashed line in (**b**, **c**) indicates that data from HFD study and mHFD study are presented in a side-by-side manner, and inference may not be made between different diets

Next, we determined the effects of OGT deletion on the expression of key components of endocannabinoid signaling in adipose tissue. OGT deletion did not alter the mRNA and proteins of *Faah*, and the mRNA levels of OEA receptors *Ppara* and *Gpr119*, and N-acyl taurine receptor *Trpv1* (Supplementary Figures 26, 27). Interestingly, OGT deletion induced the expression of *Nape-pld* and the CB1 receptor (*Cnr1*) in adipose tissue from HFD-fed mice (Supplementary Figure 26). These results support the notion that adipocyte OGT regulates the endocannabinoid system in adipose tissue.

To test whether increased FAAH activity in OGT FKO adipose tissue is required to abolish diet-induced hyperphagia, we intraperitoneally administered the FAAH inhibitor URB597 to HFD-fed mice and measured overnight energy intake. We found that inhibition of FAAH significantly increased the energy intake of OGT FKO mice, and restored the consumption of HFD to the level in vehicle-treated Con mice (Fig. 5d). In contrast, URB597 did not significantly induce energy intake in Con mice at the dose we tested (Fig. 5d).

To determine whether signaling processes downstream of FAAH-controlled AEA degradation contribute to the appetite-inducing effect of OGT, we investigated the effect of a CB1 agonist or antagonist on energy intake in OGT FKO mice. On one hand, administration of the CB1 agonist, arachidonyl-2′-chloroethylamide (ACEA), significantly increased the energy intake of Con mice, but did not affect that of OGT FKO mice (Fig. 5e). On the other hand, we took advantage of the CB1 antagonist AM 6545 to inhibit peripheral CB1 signaling. Remarkably, peripheral inhibition of CB1 signaling decreased the energy intake of HFD-fed mice in a dose-dependent manner (Fig. 5f), even at doses (2.5 mg per kg and 5 mg per kg) that are not effective during chow feeding^10^. As expected, peripheral inhibition of CB1 signaling decreased the energy intake of Con mice, but did not significantly affect that of OGT FKO mice (Fig. 5g). Clearly, OGT FKO mice are responsive to FAAH inhibition, and resistant to pharmacological manipulation of CB1 signaling, which strongly supports the conclusion that suppression of peripheral AEA degradation mediates adipocyte OGT-activated axis to develop hyperphagia.

## Discussion

In this study, our analysis of a mouse model with adipocyte-specific ablation of OGT uncovers an unexpected fat-sensing OGT-SCD axis and defines its pivotal role in linking peripheral AEA metabolism with hyperphagia and obesity (Fig. 6). Intracellular O-GlcNAc signaling has multiple target proteins. The unbiased transcriptomic and lipidomic studies prioritized our focus to SCD-controlled de novo lipid desaturation process. We have shown that OGT activates expression of all *Scd* isoforms expressed in adipose tissue (Fig. 4a and Supplementary Figure 13). OGT FKO thus emulates a genetic knockdown model for *Scd* genes in adipose tissue. Previously, adipocyte/macrophage-specific deletion of *Scd1* showed a trendy but not statistically significant reduction on diet-induced obesity^34^. Germline Scd1 deletion is hypermetabolic and adaptively hyperphagic, due to skin disintegration-associated heat loss^35–37^. The effect of *Scd1* deletion on hyperphagia may be masked by other isoforms and different sources, or the ectopic effect of the aP2-Cre line^38^. It is possible that mono-unsaturated lipid signals that regulate FAAH activity are more dependent on SCD2 (perhaps SCD3) than SCD1. The success of mHFD feeding studies in restoring hyperphagia, fat mass, and body weight in OGT FKO mice strongly supports the conclusion that adipocyte OGT trans-activates lipid desaturation to induce hyperphagia during nutrient surplus. A recent randomized trial shows that Mediterranean diet, which is rich in mono-unsaturated fat and dietary fiber, prevents cardiometabolic diseases with weak impact on obesity^39,40^. The seemingly discrepancy between animal models and human studies may originate from the difference in diet composition (e.g., dietary fiber), food quality, and genetics. Nevertheless, our studies indicate an essential role of endogenous lipid desaturation in the etiology of appetite regulation in obesity.

**Fig. 6:**
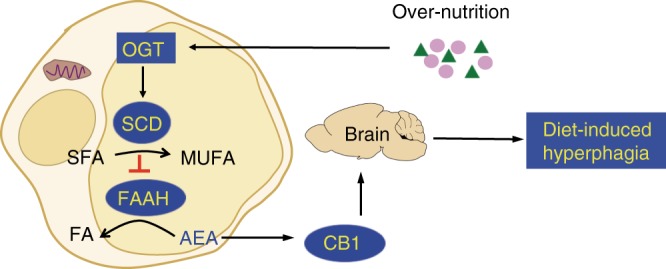
A working model for appetite regulation in obesity. The fat-sensing adipose tissue-to-brain axis induces hyperphagia when palatable foods are available. This appetite-inducing axis in adipose tissue is activated by the fat-sensing module OGT, which trans-activates expression of the lipid desaturation module SCD. SCD facilitates the accumulation of the appetite-inducing module AEA, which activates peripheral CB1 signaling to induce hyperphagia

Marijuana and endocannabinoids are long known to induce appetite and weight gain^8^. Targeting the CB1 cannabinoid receptor by antagonists hold tremendous potential for controlling severe obesity, though the pleiotropic effects on cognitive functions of these drugs (e.g., anxiety and depression, or even suicide attempts) limit their clinic use^3^. In our work, a combination of molecular, genetic, and pharmacological evidence demonstrate that adipocyte OGT senses dietary fat and suppresses AEA degradation to activate hyperphagia. This adipose-to-brain axis may be complementary to or upstream of leptin signaling in the hypothalamus. However, we do not know the exact tissues and cell types that are engaged by adipose tissue AEA. It is generally agreed that the biological effects of AEA are spatially limited to cells nearby^41^. Adipose tissue AEA signaling promotes lipogenesis, and is connected to the nervous system^42,43^. It is highly possible that adipose tissue AEA may engage the CB1 receptor in adipose tissue to regulate feeding behavior. Indeed, it has been documented that obesity-related upregulation of the CB1 receptor in adipose tissue may sensitize the appetite-inducer effect of AEA in rodents^44^. A recent study using an inducible knockout model reports that adipocyte CB1 modulates energy expenditure and modulates body weight on both chow and HFD feeding^45^. While our study and this study use different knockout models, these findings suggest that adipocyte CB1 may be the principal mediator of appetite-inducing OGT-AEA axis. We did not observe any effect of OGT FKO on the anorexigenic endocannabinoid oleoylethanolamine (OEA) and its receptors such as *Ppara* and *Gpr119* in adipose tissue (Fig. 5a and Supplementary Figure 26). Together, our studies define peripheral CB1 signaling as an essential mediator in the etiology of hyperphagia, and indicate an avenue for anti-obesity drug development.

In the past decade, multiple laboratories including us have demonstrated the tremendous therapeutic potential of systematic inhibiting OGT in obesity-related cardiometabolic diseases. So far, all tissue-specific OGT knockout mouse models have shown consistent and clinically meaningful benefits in cardiometabolic diseases^15^. In liver, OGT inhibits insulin signaling^46^ and increases glucose production^47,48^. In heart, OGT mediates diabetic hyperglycemia-induced arrhythmia^49^. In hunger neurons, OGT inhibits browning of white fat and energy expenditure in obesity^50^. In paraventricular neurons, OGT promotes satiety during regular chow feeding^51^, yet it is not known this mechanism is engaged in HFD feeding. Here, we showed that adipocyte OGT is engaged during nutrient surplus, and is essential in the etiology of hyperphagia and obesity. Specifically, targeting adipocyte OGT and its controlled downstream signaling pathways may treat obesity in a precise manner that would not interfere with mental health and homeostatic feeding. Currently, OGT inhibitors are developing at a rapid speed^52–54^, and human OGT structure has been revealed recently^55^. Hence, a systematic approach to inhibit OGT represents a promising strategy to stop the epidemic of obesity and cardiometabolic diseases.

## Methods

### Animal studies

C57BL/6J.Adiponectin-Cre strain is bred to OGT^flox/flox^ stain to generate Adiponectin-Cre; OGT^flox/Y^ (OGT FKO or FKO) line and wildtype litermates (OGT^flox/Y^, Con). Male mice were maintained under 12 h/12 h light/dark cycle under constant conditions of temperature (22 °C) and humidity with free access to food (Teklad Global 18% protein rodent diet 2018S) and water. For HFD feeding experiments, 6–7 weeks old male mice were fed with HFD (60 kcal%, Research Diets Inc. D12492) or custom made isocaloric high-mono-unsaturated fatty acid (MUFA, 60 kcal%, Research Diets Inc. D15081203) diets for up to 24 weeks. Tissues were collected from euthanized 6-h-fasted mice. All procedures have been approved by the Institutional Animal Care and Use Committee of Yale University.

### Pair-feeding studies

For pair-feeding experiments, 6 weeks old male mice (*n* = 11) were housed individually. Pair-fed with HFD study was performed from 7 weeks of age for 12 weeks. Con mice were paired with age- and weight-matched OGT FKO mice. For the pair-fed Con group, animals were pair-fed to the amount of daily food intake consumed by the ad libitum groups of OGT FKO mice the previous day. The amount of daily food was given at 9:00–10:00 a.m. Food intake was measured daily for the period of the pair-fed experiment and body weight was measured every week.

### Metabolic phenotyping assays

Body weight was monitored weekly by a digital precision scale (accuracy 0.1 g). Body composition (fat and lean mass) was assayed by an EchoMRI system. *Energy intake analysis*: Mice were individually housed at least 1 week prior to the energy intake analysis, for environmental habituation. Energy intake was calculated as consumed food quantity timed by energy density (3.1 kcal/g for regular chow or 5.24 kcal/g for HFD). Food consumption was manually weighed by a digital precision scale (accuracy 0.01 g). Food pellets were layed on the bedding of cages to avoid smashing. Two-choice preference test was performed by weighing and assigning HFD and regular chow food pellets to the bedding of each cage that housed a single mouse at 6:45 p.m., and weighing the food weight at 10:00 p.m. (3 h after light-out) and 11:00 a.m. (16 h after light-out). Energy intake was produced as described above. Pharmacological interventions were performed as follows. Reagents (specifics can be found in the Method section 'Reagents') were administered intraperitoneally 30 min before foods were provided by following either an alternating dosing regimen where repeat-measure statistic analysis applies, or a regular dosing regimen as indicated. Food pellets were weighed at 0, 3, and 16 h after provided. For ACEA, food pellets were weighed at 0, 2, 4, and 6 h after provided. *Energy metabolism analysis*: Mice were acclimated in metabolic chambers (Promethion Systems, Sable Systems International) for 5 days and then gas exchange, and ambulatory activity (expressed as the number of beam breaks) were recorded continuously for another 2 days. Heat production was calculated and adjusted to lean body mass. Fecal energy content is measure by bomb calorimetry. In all, 400–500 mg of fecal samples were dried at 37 °C for 48 h and analyzed in IKA® calorimeter system (C5000 control). The calorimeter energy equivalent factor was determined by benzoic acid standards.

### Glucose tolerance test and insulin tolerance test

To determine glucose tolerance, 16-h-fasted mice were intraperitoneally administered with glucose (1 g/kg of body weight). To determine insulin sensitivity, 6-h-fasted mice were intraperitoneally administered with insulin (1 U/kg of body weight, Humulin R, Lilly). Blood glucose from tail-vein blood was quantified by a NovaMax glucometer at designated time after administration.

### Serum biochemical analysis

Serum levels of insulin, leptin, adiponectin, and FGF21 were assayed by ELISA kits (EMD Millipore *EZRMI-13K, EZML-82K*; R&D Systems *MRP300*, *MF2100*).

### Lipid profiling

All mouse adipose tissue samples were homogenized in methanol:water (1:1, v/v) using the Qiagen tissue lyser. Following homogenization, lipids were extracted from 5 μL homogenate with 2000 μL of the extraction solvent: dichloromethane:isopropanol:methanol (25:10:65, v/v/v). Lipid extracts were then analyzed by UPLC-MS/MS using a Waters Acquity UPLC coupled to a Sciex QTRAP 5500 mass spectrometer. Lipid classes were separated by reversed-phase chromatography on a Waters Acquity UPLC BEH300 C4 column, 1.7 μm, 2.1 × 50 mm. Lipid species were then analyzed on the mass spectrometer using positive ion electrospray ionization in the multiple reaction-monitoring (MRM) mode. LC chromatogram peak integration was performed with Sciex MultiQuant software. All data reduction was performed with in-house software in Pfizer Inc.

### Free fatty acid profiling

Serum free fatty acids were extracted with methanol:water (80:20 v/v) containing the following internal standard at 200 nM: heptadecanoic acid. Free fatty acid extracts were then analyzed by UPLC-MS using a Waters Acquity UPLC coupled to a Thermo LTQ Orbitrap Velos mass spectrometer. Free fatty acid species were separated by reversed-phase chromatography on a Waters Acquity UPLC BEH C18 column, 1.7 μm, 2.1 × 50 mm. Free fatty acids were then analyzed on the mass spectrometer using negative ion electrospray ionization in the full scan MS mode. Free fatty acid identification and LC chromatogram peak integration was performed with Thermo Sieve software. All data reduction was performed with in-house software in Pfizer Inc.

### *N*-acylethanolamine profiling: adipose tissue

All mouse adipose tissue tissue samples were homogenized in methanol:water (1:1, v/v) using the Qiagen tissue lyser. Following homogenization, NAEs were extracted from 100 μL homogenate with 2.0 mL of chloroform:methanol (2:1, v/v) containing 0.01% BHT in a glass vessel, followed by the addition of C17:0 NAE internal standard solution and 250 μL water. The glass vessel was vortexed for 30 s and centrifuged at 4000 × *g* (4 °C) for 20 min. The bottom organic phase was transferred to another glass vessel, dried down under nitrogen (N_2_), resuspended in 200 μL Chloroform:Methanol (2:1, v/v), and transferred to a glass LC vial for analysis. Serum NsAEs were extracted from 100 μL mouse plasma with 2.0 mL of Chloroform:Methanol (2:1, v/v) containing 0.01% BHT in a glass vessel, followed by the addition of C17:0 NAE internal standard solution and 250 μL water. The glass vessel was vortexed for 30 s and centrifuged at 4000 × *g* (4 °C) for 20 min. The bottom organic phase was transferred to another glass vessel, dried down under nitrogen (N_2_), resuspended in 200 μL chloroform:methanol (2:1, v/v), and transferred to a glass LC vial for analysis. NAE extracts were then analyzed by UPLC-MS/MS using a Waters Acquity UPLC coupled to a Sciex API4000 mass spectrometer. NAE species were separated by reversed-phase chromatography on an EMD Hibar Lichrosorb C8 column, 5 μm, 4 × 125 mm. NAE species were then analyzed on the mass spectrometer using positive ion electrospray ionization in the MRM mode. LC chromatogram peak integration was performed with Sciex MultiQuant software. All data reduction was performed with Microsoft Excel.

### Microarray analysis

Total RNA was purified from perigonadal white adipose tissue of WT (*n* = 3) and OGT FKO (*n* = 5) mice that had been challenged on HFD for 3 days. RNA was converted to complementary DNA and hybridized on Illumina MouseRef-8 v2.0 expression beadchip. Quantile normalized Illumina microarray data were used for gene expression analysis. Significant expression change was determined for each gene with both *P*-value < 0.01 and fold expression > 1.5-fold. The *P*-value for each comparison was determined with Matlab ttest2 function. Overall, we identified 149 genes and 157 genes with significantly changes in the perigonadal white adipose tissue.

### RNA extraction and real-time quantitative PCR

Tissue RNAs were isolated using TRIzol Reagent (Invitrogen). Complementary DNA (cDNA) was synthesized using the iScript cDNA Synthesis Kit (Bio-Rad). cDNA was amplified and analyzed using iQ SYBR Green Supermix (Bio-Rad) and the LightCycler 480 Instrument II (Roche) as described previously^56^. Q-PCR data were normalized to u36b4. Primer sequences were listed in Supplementary Table 1. Experiments were repeated twice.

### Western blot assay

α-O-GlcNAc (RL2, Abcam, ab2739, 1:1000; CTD110.6, Cell Signaling, #12938, 1:10,000), α-OGT (Cell Signaling, #5368, 1:1000), α-SCD1 (ThermoFisher, PA5-17409, 1:1000), α-SCD2 (G15, Santa Cruz, sc-14722, 1:200), α-PPARγ (D69, Cell Signaling, 2430, 1:1000), α-phospho-PPARγ (AW504, Millipore, 04-816, 1:1000), α-Acetyl CoA carboxylase 1 (Cell Signaling, 4190, 1:1000), α-Fatty acid synthase (Novus, NB400-114, 1:1000), α-Nape-pld (Abcam, ab95397, 1:1000), α-FAAH (Abcam, ab54615, 1:1000), α-FLAG (M2, Sigma, A8592, 1:10,000), α-GAPDH (FL-335, Santa Cruz, sc-25778, 1:1000), and α-alpha-Tubulin (B-5-1-2, Sigma, T5168, 1:1000) were purchased from vendors. Tissues were lysed in buffer containing 1% Nonidet P-40, 50 mM Tris-HCl, 0.1 mM EDTA, 150 mM NaCl, proteinase inhibitors and protein phosphatase inhibitors. Thirty micrograms of protein lysate were electrophoresed on SDS-PAGE gels and transferred to methanol-activated PVDF membranes. Primary antibodies were incubated at 4 °C over the night. Western blotting was visualized by peroxidase conjugated secondary antibodies and ECL chemiluminescent substrate. Uncropped western blots images were shown in Supplementary Fig. 12 and Suplementery Fig. 17. O-GlcNAc signals detected by CTD110.6 antibody were visualized by SuperSignal ECL (ThermoFisher, 34095). Experiments were repeated three times.

### Plasmids

PPRE X3-TK-luc was a gift from Bruce Spiegelman (Addgene plasmid # 1015). pcDNA flag PPAR gamma was a gift from Bruce Spiegelman (Addgene plasmid # 8895). pSV Sport RXR alpha was a gift from Bruce Spiegelman (Addgene plasmid # 8882). Other plasmids include pcDNA3 and pGL3/ CMV-Renilla luc (Promega E2261).

### Cell culture

293A cells (ThermoFisher cat# R70507) were maintained in high glucose Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum (FBS). Cell line was authenticated by microscope-assisted morphology check, growth curve analysis, and mycoplasma detection.

### Transactivation assay

In a 96-well microplate, 293A cells were transfected with 10 ng pGL3/PPRE, 1 ng pRL CMV, 10 ng pSV Sport/RXRA, and 10 ng of pcDNA6 or pcDNA3/PPARγ2 (WT or site-directed mutants) in hexaplicates. Forty-eight hours later, cells were treated with 10 μM pioglitazone (Cayman #71745) or vehicle (DMSO) for 6 h. Cells were lysed in 50 μL of 1x Passive Lysis Buffer (Promega) for 15 min on ice. Ten microliters of lysates were aliquoted to a new white-bottom 96-well microplate, and assayed by the Dual-Luciferase Reporter Assay System (Promega) by following the manufacturer’s instructions with minor modification (reaction buffer volume down-sized to 50 μL per 10 μL of lysates). The integration time for luminescence signals is 140 ms. Promoter activity is presented as Firefly luminescence intensity normalized to Renilla luminescence intensity. Promoter activity from vehicle-treated control vector-transfected cells was set to 1. Experiments were repeated for four times.

### Reagents

URB597 (0.5 and 5 mg/kg, Cayman cat# 10046) was dissolved in DMSO:ethanol (1:1 v/v) at a concentration of 6.25 mg/mL. It was diluted to sterile vehicle solution (5% Tween-80, 5% PEG (average molecular weight 200) in PBS) at a concentration of 0.1 and 1.0 mg/mL, respectively. ACEA (1 mg/kg, TOCRIS cat# 1319) was supplied as a 5 mg/mL solution in methyl acetate. It was concentrated by a centrifugal concentrator (SpeedVac Plus SC110A), re-dissolved in DMSO and diluted to sterile vehicle solution (5% Tween-80 in saline) at a concentration of 0.2 mg/mL. AM 6545 (2.5, 3.5, 5, 10 mg/kg, Cayman cat# 16316) was dissolved in DMSO, first diluted to Tween-80 at a 1:2 ratio, and then to saline to achieve a concentration of 0.5, 0.7, 1, 2 mg/mL. Recombinant mouse leptin protein (5 mg/kg, R&D Systems cat# 498-OB) was reconstituted at 1 mg/mL in sterile 20 mM Tris-HCl, pH 8.0. The reagents were delivered via intraperitoneal injection to mice.

### Gene network analysis

To further study how the genes interact with each other, we adopt Gaussian graphical model^57^ to estimate the conditional independences among the genes expressed in gonadal white adipose tissues from the hybrid mouse diversity panel (GSE64768)^58^. The microarray dataset was originally collected for genome-wide association studies to identify genetic loci associated with obesity. The data is pre-processed by standardizing the mean and standard deviation of each probe to 0 and 1, respectively, and the expression levels of different probes are averaged if the probes correspond to a same gene. To ensure that the estimated graph achieves the desired sparse level, the tuning parameter in the Gaussian graphical model is chosen to be 0.3.

### Statistical analysis

All statistical tests were analyzed by two-tailed Student’s t-test for comparison of two groups, or analysis of variance (ANOVA) (with post hoc comparisons using Sidak’s test) using a statistical software package (GraphPad Prism 6.0) for comparison of multiple groups. Statistical tests regarding body weight and energy balance were assessed after confirming that the data met appropriate assumptions (normality, homogenous variance, and independent sampling). Normality was examined by the D’Agostino–Pearson omnibus test, and the Shapiro–Wilk test (GraphPad Prism 6.0). No sample was excluded from the reported analyses. Mice were excluded from the analyses when they died by accident during the alternating dosing regimens, so as to keep the dataset amenable to repeat-measure post hoc analyses. Exclusion criteria were pre-established, i.e., sick or dead animals after pharmacological intervention were excluded from data analysis. In genetic intervention studies, allocation was not random, but littermate control animals were used to control covariates, such as age and sex. In pharmacological intervention studies, allocation was randomized. Investigators were not blinded to group allocation in data collection/analysis based on general practice, except when performing pharmacological intervention studies. The sample size (the number of mice, or wells of cells) was determined by Power analysis (Alpha = 0.05, Power = 0.80). *P-*value < 0.05 was considered statistically significant. All data are mean ± s.e.m.

## Electronic supplementary material

Supplementary Information

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. Microarray data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) with the accession codes GSE111735.

# Supplementary material for: Adipocyte OGT governs diet-induced hyperphagia and obesity
**Source:** Nat Commun. 2018 Nov 30;9:5103. doi: 10.1038/s41467-018-07461-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Information

Title: Adipocyte OGT governs diet-induced hyperphagia and obesity

Authors: Li et al.

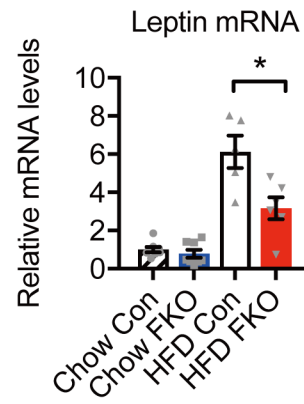

Supplementary Figure 2. Effects of OGT deletion on leptin expression. RT-qPCR analysis of leptin in white adipose tissue. Animal information is described in Fig. 1d. Data were presented as mean $\pm$ s.e.m. * $P < 0.05$, two-tailed unpaired Student's t-test.

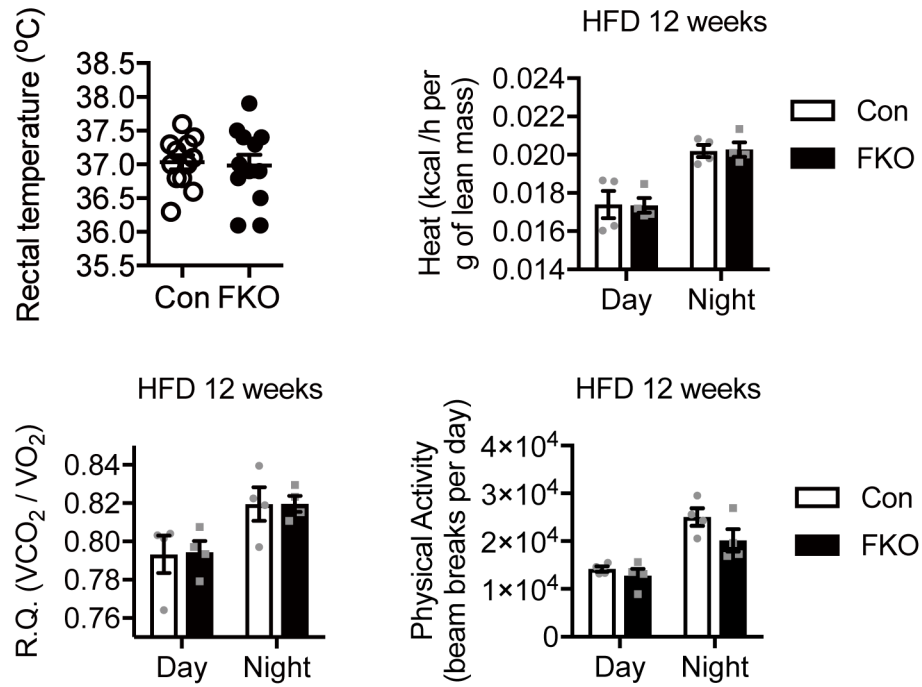

Supplementary Figure 3. Effects of OGT deletion on metabolic activities. Rectal temperature was recorded in Con (n = 12) and FKO (n = 12) mice that had been fed HFD for 18 weeks. Energy expenditure, respiratory quotient, and physical activity were measured in 12-week-HFD-fed Con (n = 4) and FKO (n = 4) animals. Data were presented as mean ± s.e.m. *P < 0.05, **P < 0.01, two-tailed unpaired Student's t-test.

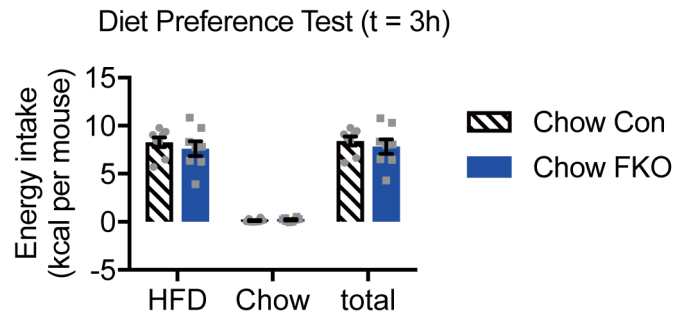

Supplementary Figure 4. Dietary preference is not altered in chow-fed FKO mice. 3-hour nocturnal energy intake in a two-choice test was measured in 22.5-week-old Con (n = 8) and FKO (n = 8) mice. Mice were acclimated by singly housing for 6 days and HFD feeding for 3 days. Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, two-tailed unpaired Student's t-test.

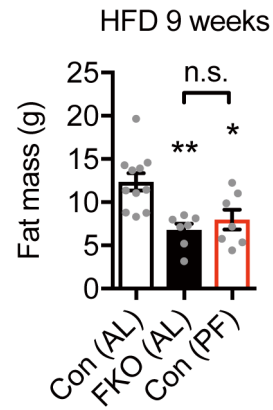

Supplementary Figure 5. Pair feeding normalized fat mass between FKO and Con mice. Con (AL, ad libitum, $n = 11$), Con (PF, pair-fed to littermate FKO, $n = 7$), FKO (AL, $n = 7$). Data were presented as mean $\pm$ s.e.m. *N.s.* not significant, $*P < 0.05$ (compared to Con (AL)), $**P < 0.01$ (compared to Con (AL)), *post-hoc* Tukey's test.

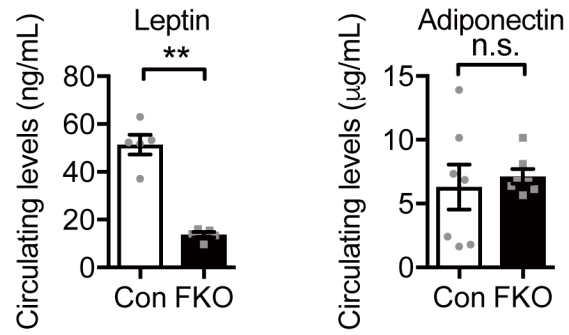

Supplementary Figure 6. Serum adipokines and lipid profiles in male Con (n = 7) and FKO (n = 7) mice fed HFD for 22 weeks. Data were presented as mean ± s.e.m. *N.s.* not significant, *P < 0.05, **P < 0.01, two-tailed unpaired Student's t-test.

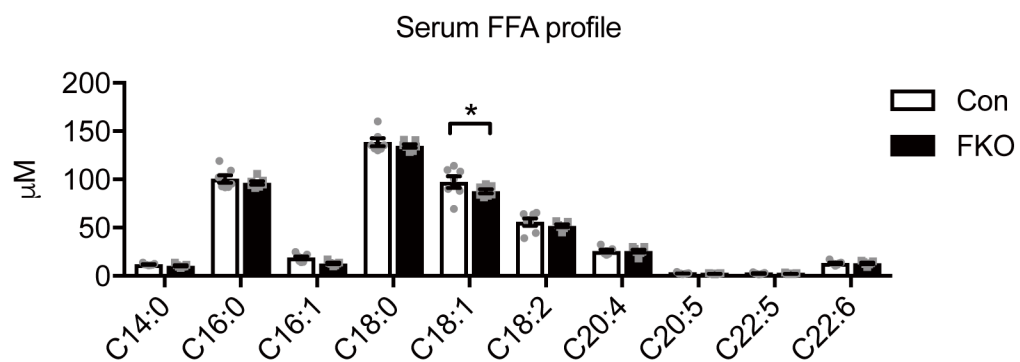

Supplementary Figure 7. Serum free fatty acid (FFA) profiles in male Con (n = 7) and FKO (n = 7) mice fed HFD for 22 weeks. Data were presented as mean $\pm$ s.e.m. * P < 0.05, *post-hoc* Sidak's multiple comparisons test.

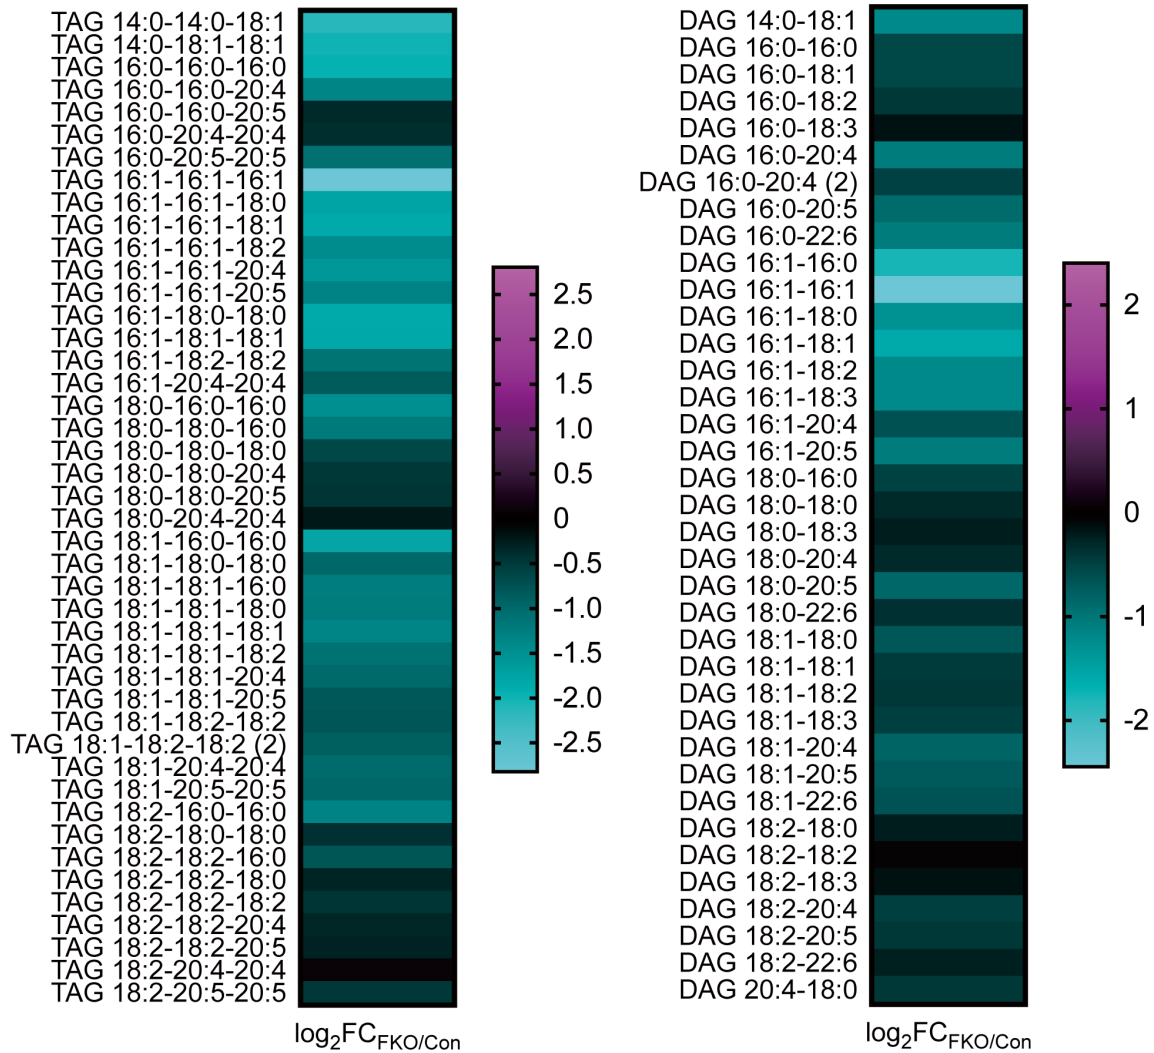

Supplementary Figure 8. Liver lipid profiles in male Con (n = 7) and FKO (n = 7) mice fed HFD for 22 weeks. Heatmaps show lipid profile of TAG (Left) and DAG (Right), respectively. Data were presented as the log₂ ratio of the fold change (FC) of lipid levels in FKO versus Con samples. A scale of log₂FC_{FKO/Con} is presented on the right of the heatmap.

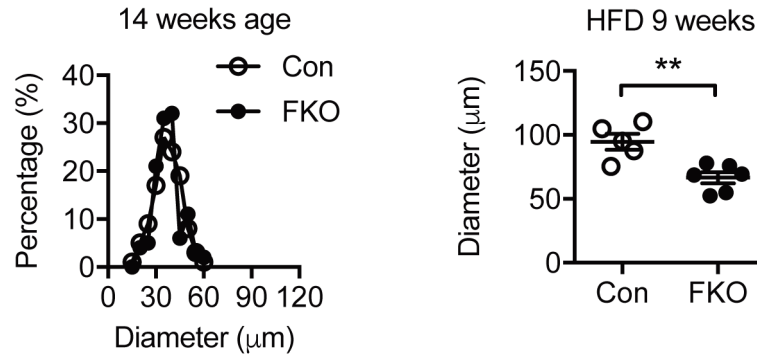

Supplementary Figure 9. Cell size analysis of histological sections of adipose tissue from 14-week-old chow-fed animals (Left) and 15-week-old 9-week-HFD-fed animals (Right). Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, two-tailed unpaired Student's t-test.

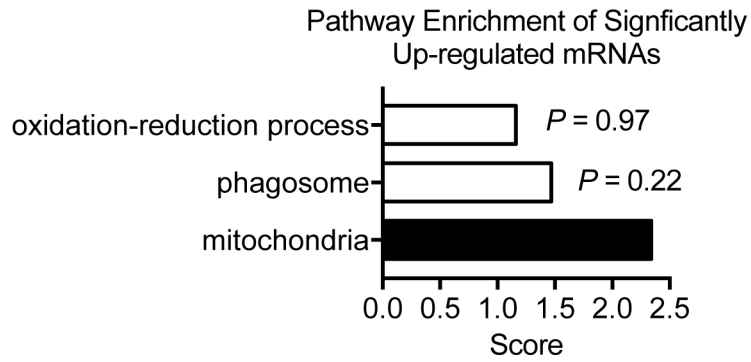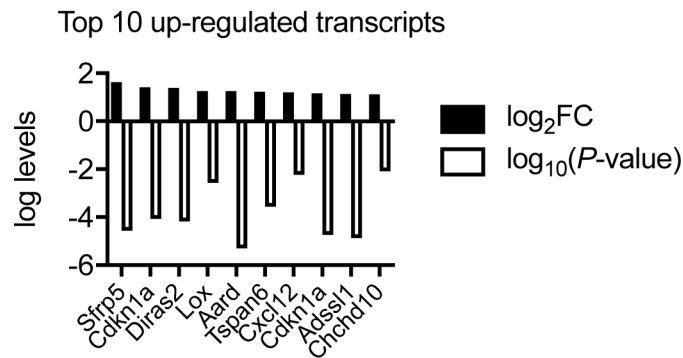

Supplementary Figure 10. Transcriptomic analysis of adipose tissue. Upper graph shows the result of pathway enrichment analysis of perigonadal white adipose tissue (pgWAT) from male Con (n = 5) and FKO (n = 3) mice fed HFD for 3 days. Genes up-regulated by OGT depletion were analyzed in the DAVID 7.8 platform. Lower graph shows the list of top 10 up-regulated genes in adipose tissue. Data were presented as the log₂ ratio of the fold change (FC) of signal levels in FKO and Con samples and the log₁₀ ratio of the adjusted *P* value.

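Sfrp5, a secreted inhibitor of Wnt signalling, had intensities of 523, 155, 465, 254 and 138 on the arrays labelled Con 1 to Con 5 and of 127, 512 and 132 on those labelled FKO 1 to FKO 3 (log2 fold change −0.49, standard error 0.73, exact permutation p = 0.518). The cell cycle inhibitor Cdkn1a was at 1374, 1312 and 1510 on the arrays labelled Con 1, Con 3 and FKO 2 and between 271 and 683 on the other 5 (−0.40, standard error 0.61). Lox, which cross-links collagen, was at 1661, 1393 and 1594 on those 3 arrays and between 566 and 748 on the others (0.09, standard error 0.47). Chchd10, a protein of mitochondrial cristae, was at 4231, 4120 and 3303 on the 3 and between 1484 and 2180 on the others (−0.05, standard error 0.43). The GTPase gene Diras2 (−0.39, standard error 0.59), the tetraspanin gene Tspan6 (−0.25, 0.47) and the chemokine gene Cxcl12 (−0.13, 0.49) were not called by label. Nor were Aard (−0.25, 0.56) and Adssl1 (−0.15, 0.46).

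The graph names 9 genes, with Cdkn1a given 2 times. Of these, 1 had a positive log2 fold change, and the values ran from −0.49 to 0.09. By limma 0 changed over all probes tested and 0 adjusted over the list alone (smallest unadjusted p = 0.522), and by the methods' t-test 0 changed. Without the array labelled FKO 2, camera at its preset correlation called the list lower (mean −0.77), but not at an estimated correlation (adjusted p = 0.978). The list was chosen by the paper on these samples and is not independent evidence. For all 9 genes the arrays labelled Con 1, Con 3 and FKO 2 were the highest 3.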

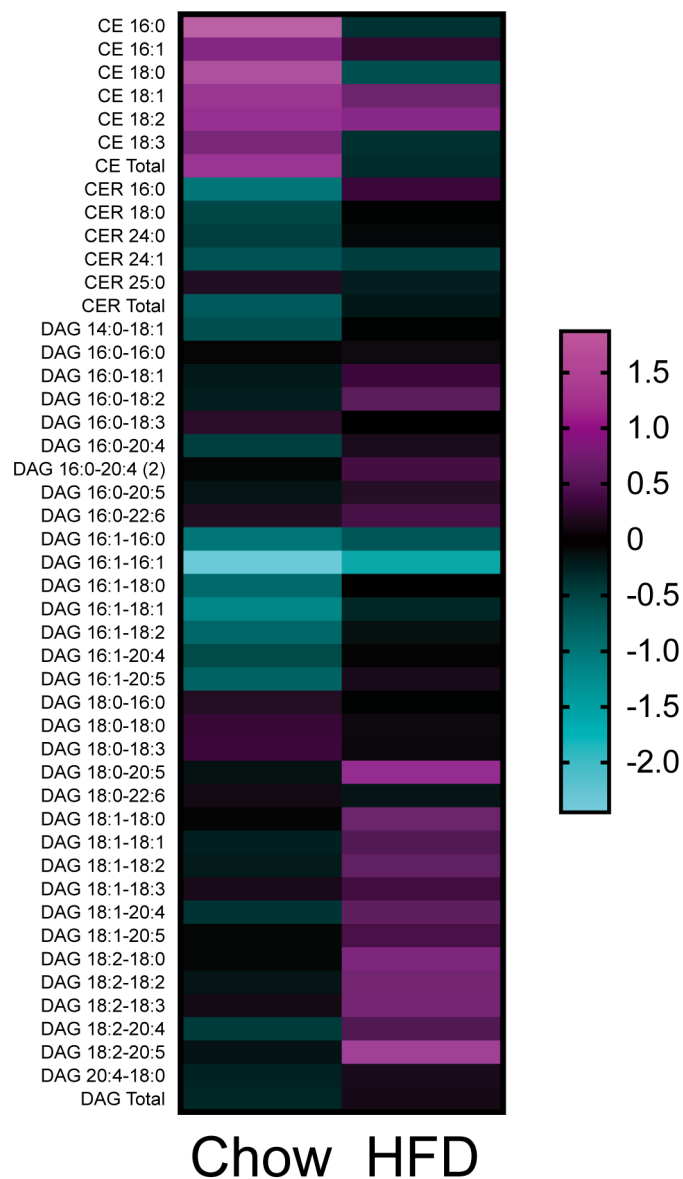

Supplementary Figure 11. Heatmap of lipid species in adipose tissue lipidome. CE, cholesterol ester, CER, ceramide, DAG, diacylglycerol. Data were presented as log2 ratios of FKO/Con (Chow for 14-15 weeks, Con n = 11, FKO n = 6; age-matched HFD for 9 weeks, Con n = 7, FKO n = 8).

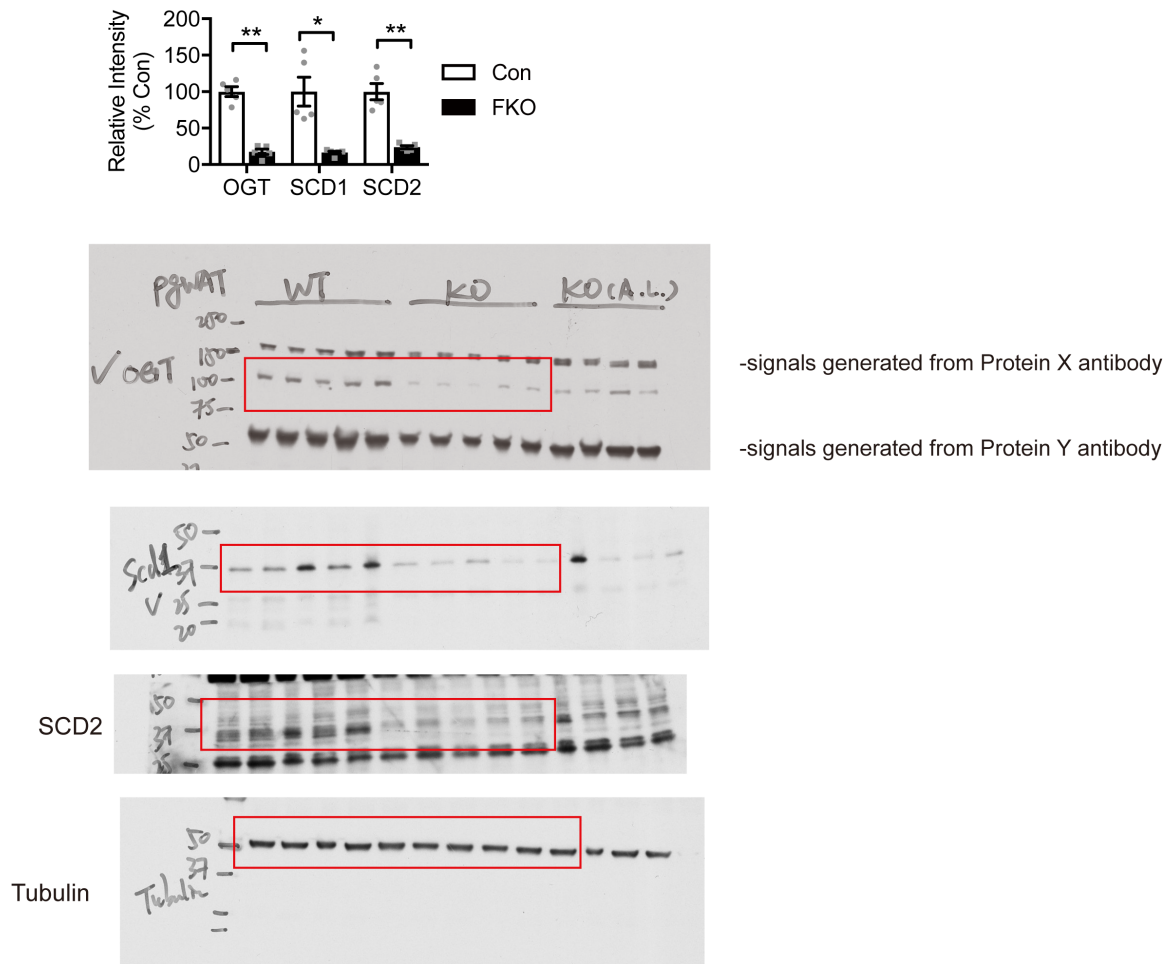

Supplementary Figure 12. Density graphs quantifying protein levels of SCD and OGT in adipose tissue. Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, two-tailed Student's t-test. Full blots associated with Fig. 4b are displayed. Red frames indicate cropped region displayed in the main Fig. 4b.

pgWAT

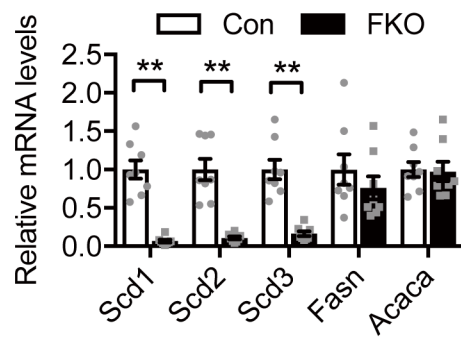

scWAT

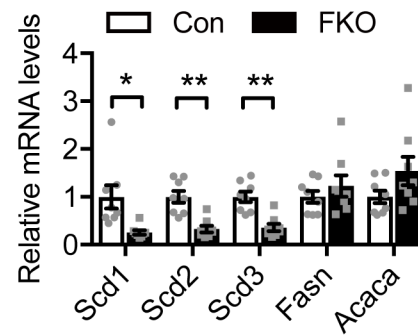

rpWAT

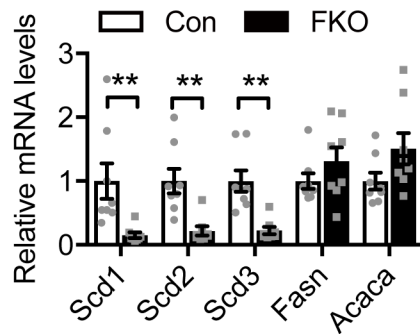

BAT

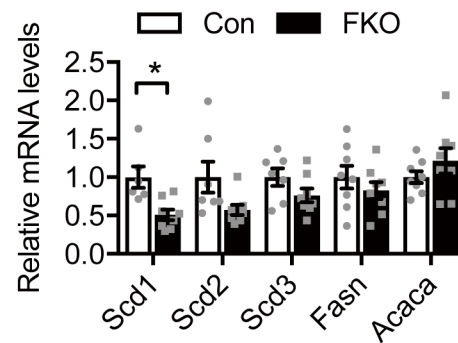

Supplementary Figure 13. Gene expression analysis of *de novo* lipid desaturation and synthesis in adipose depots. White adipose tissues from perigonadal (pg), subcutaneous (sc), and retroperitoneal (rp) regions, and interscapular brown adipose tissue (BAT) were collected from 15-week chow-fed Con (n = 8) and FKO (n = 8) mice. Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, two-tailed unpaired Student's t-test.

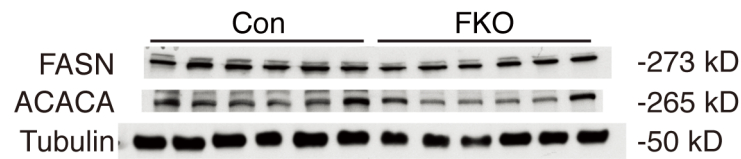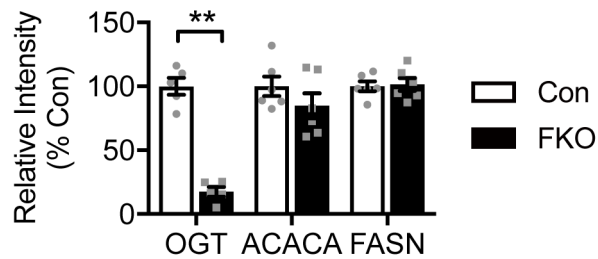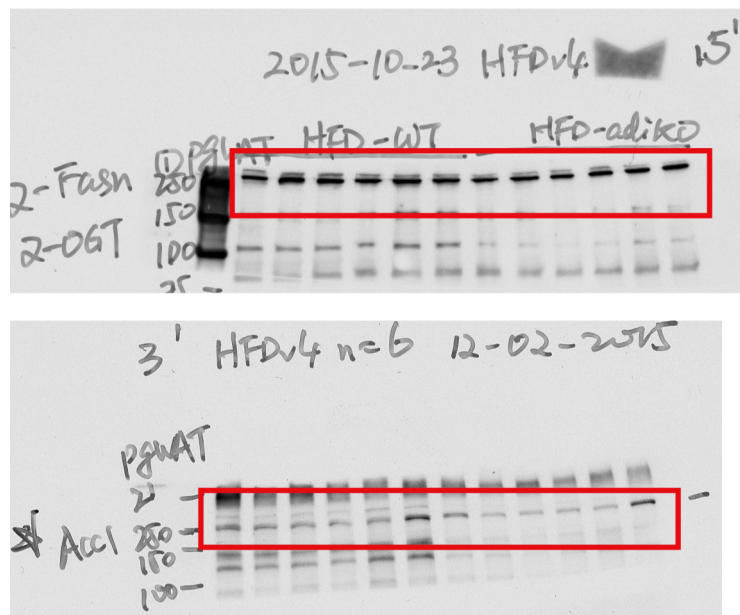

Supplementary Figure 14. Protein levels of Fasn and Acc1 are not altered by OGT deletion. Density graph displays the result of Western blot analysis of the pgWAT extracts from Con (n = 6) and FKO (n = 6) mice on HFD for 9 weeks. Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, two-tailed unpaired Student's t-test. Full blots are displayed. Red frames indicate cropped region displayed in the top panel.

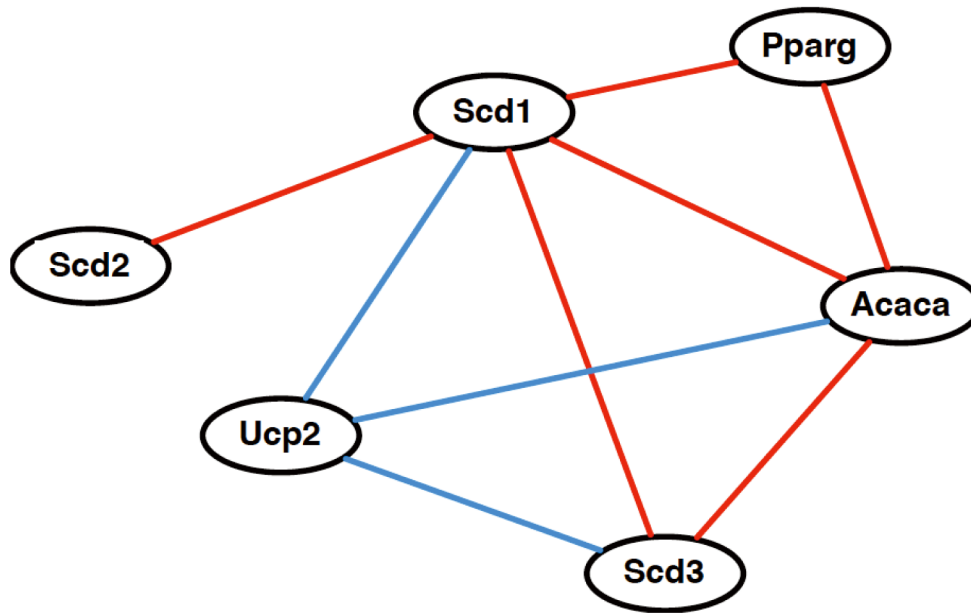

Data sources: the Hybrid Mouse Diversity Panel (HMDP)
<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64768>
Red line indicates positive correlation. Blue line indicates negative correlation

Supplementary Figure 15. Pparg and Scd genes are co-regulated at the transcript level. Gaussian graphical modeling was performed to estimate conditional interdependence among genes in *de novo* lipogenesis, Pparg, and Ucp2.

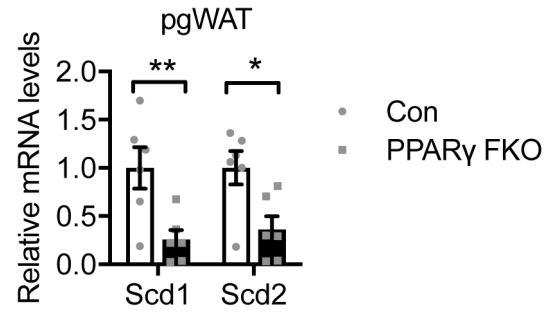

Supplementary Figure 16. Transcript levels of Scd1 and Scd2 in pgWAT from aP2 promoter-driven Cre PPAR $\gamma^{\text{flox/flox}}$ (PPAR γ FKO, n = 6) mice and littermate PPAR $\gamma^{\text{flox/flox}}$ mice (Con, n = 6). Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, two-way unpaired Student's t-test.

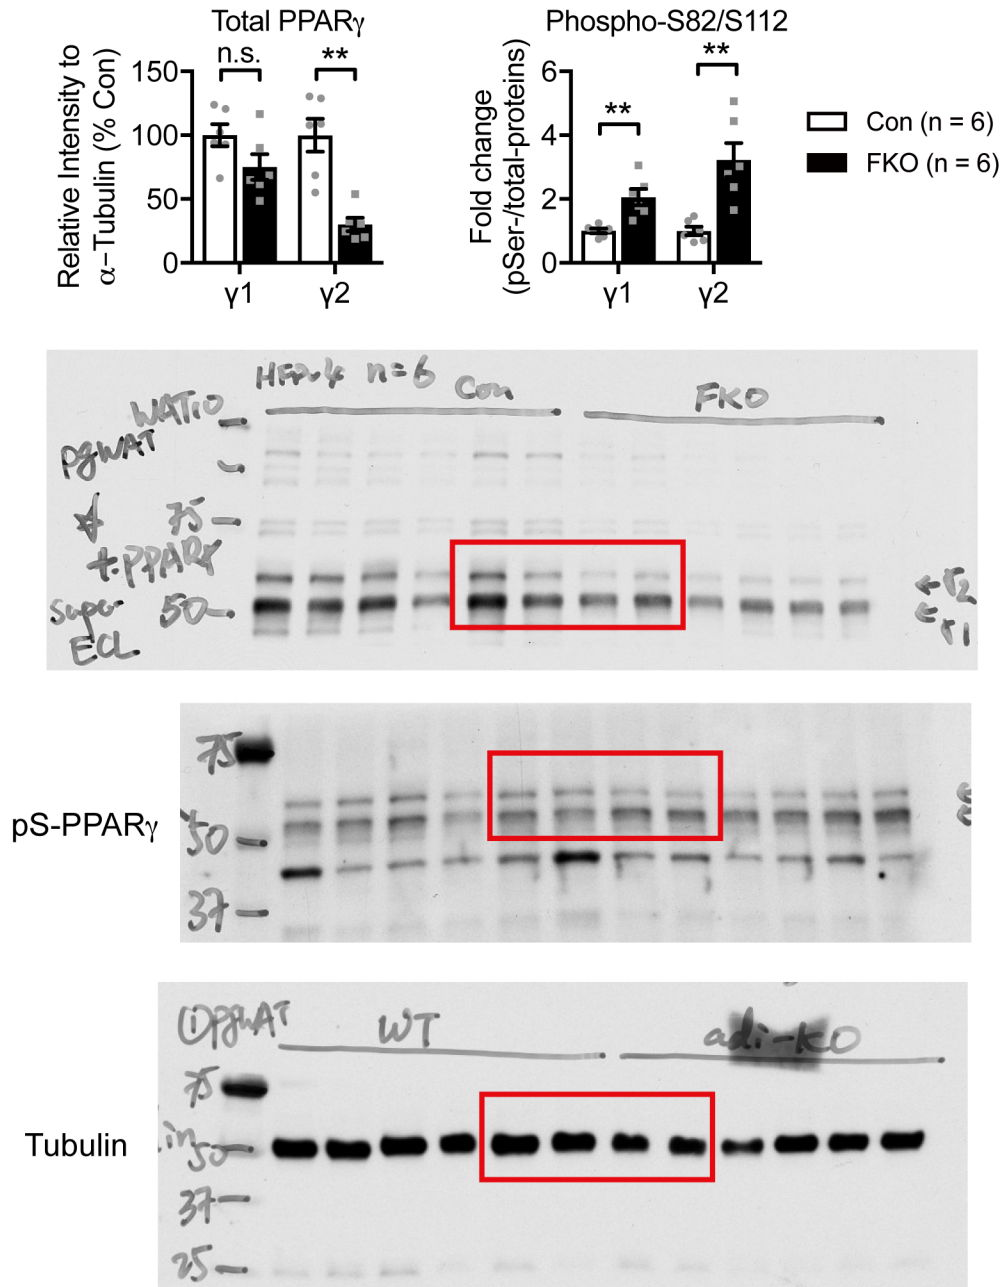

Supplementary Figure 17. Density graphs quantifying total or phosphorylated PPAR γ proteins in adipose tissue from FKO and Con mice on HFD for 9 weeks (N = 6). Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, two-way unpaired Student's t-test. Full blots associated with Fig. 4c are displayed. Red frames indicate cropped region displayed in the main Fig. 4c.

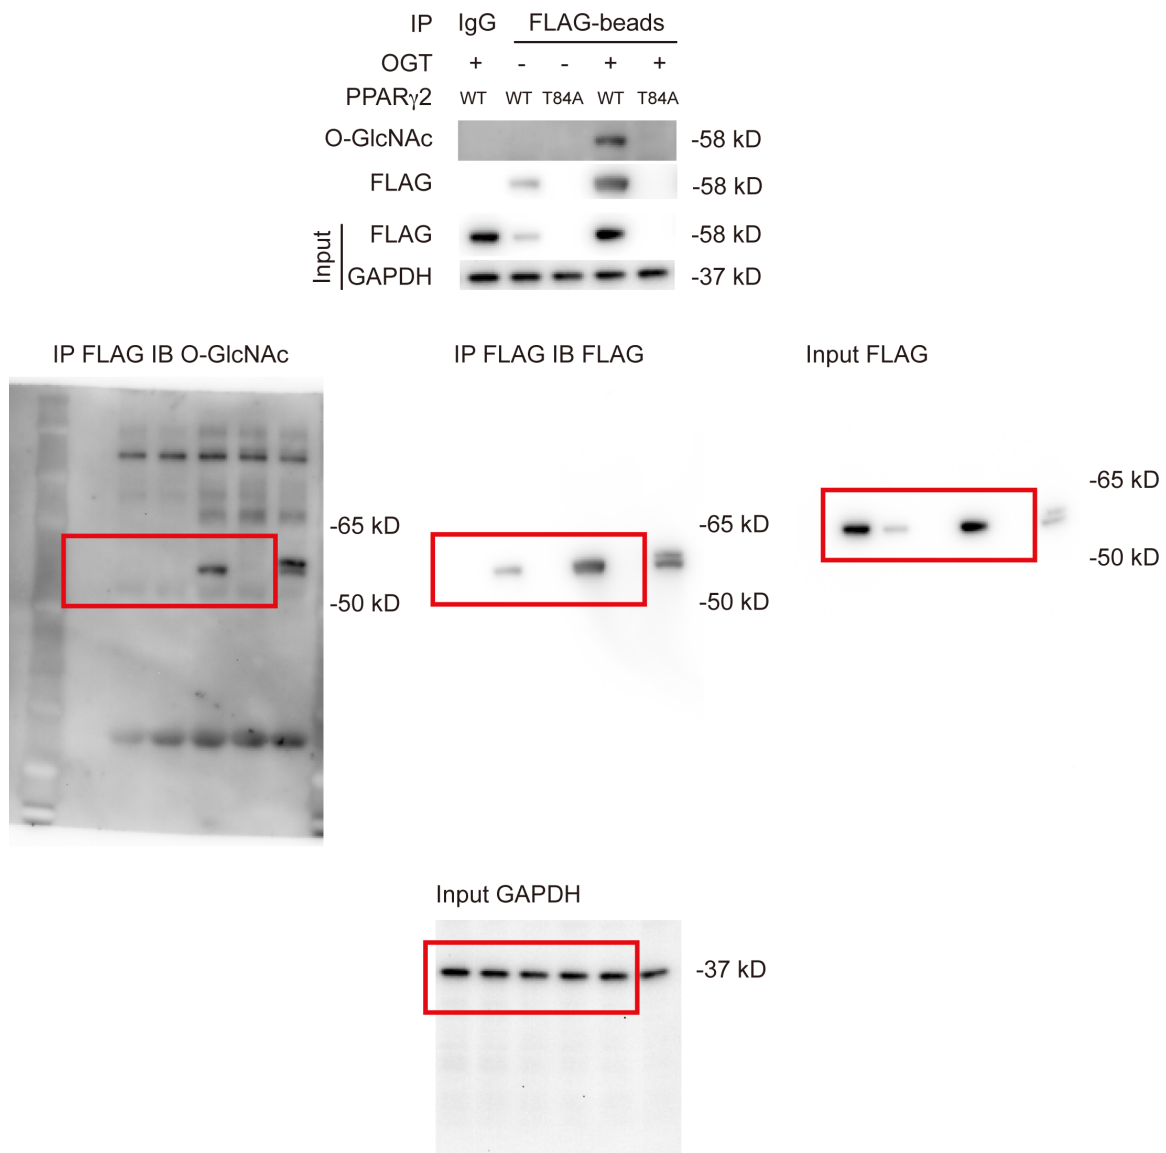

Supplementary Figure 18. Immunoprecipitation analysis of PPAR γ 2 O-GlcNAcylation in 293A cells. Experiments have been repeated for three times. Full blots associated are displayed. **Red frames** indicate cropped region displayed in the upper panel.

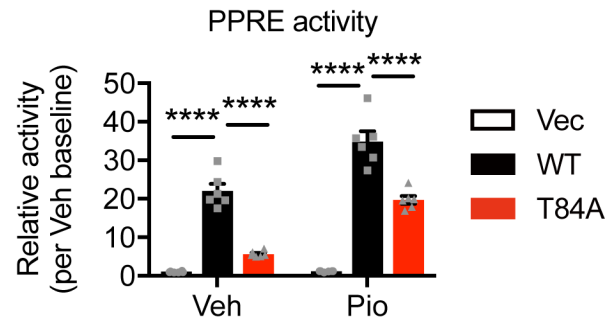

Supplementary Figure 19. Luciferase reporter assays of PPAR γ 2 mutants. Expression constructs for PPAR γ 2 and RXR α were co-expressed in 293A cells with a PPAR response elements (PPRE)-driven luciferase reporter (n = 6). Cells were treated with pioglitazone (Pio, 10 μ M) overnight before the assays. Luminescence was normalized to Renilla reporter activity. Experiments have been repeated for three times. Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, **** P < 0.0001, *post-hoc* Sidak's tests.

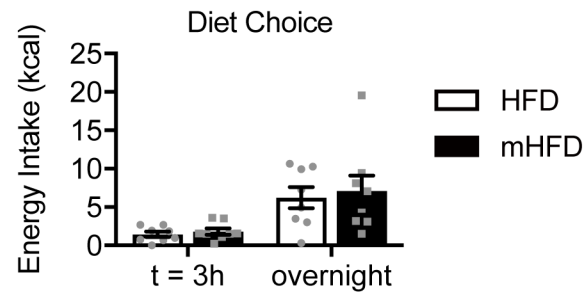

Supplementary Figure 20. Mice have no dietary preference between mono-unsaturated fat-fortified high fat diet (mHFD) and HFD. Energy intake (3h and 16h) in a two-choice diet preference test ($n = 8$). Data were presented as mean $\pm$ s.e.m. * $P < 0.05$, ** $P < 0.01$, two-tailed unpaired Student's t-test.

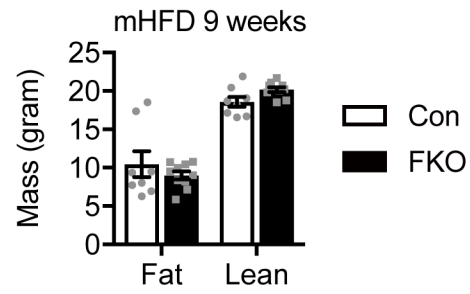

Supplementary Figure 21. Fat mass and lean mass in male Con (n = 8) and FKO (n = 10) mice fed mHFD for 9 weeks. Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, two-tailed unpaired Student's t-test.

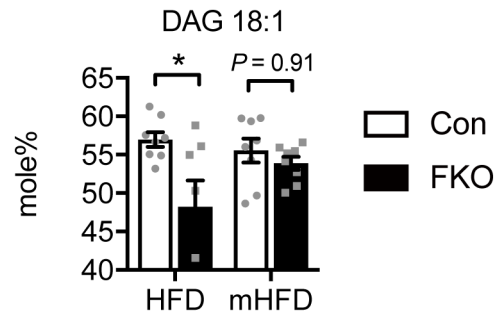

Supplementary Figure 22. Levels of oleoyl DAG in adipose lipidome, in mice fed HFD or mHFD for 15 weeks. Data were presented as mean $\pm$ s.e.m. $*P < 0.05$, two-tailed unpaired Student's t-test.

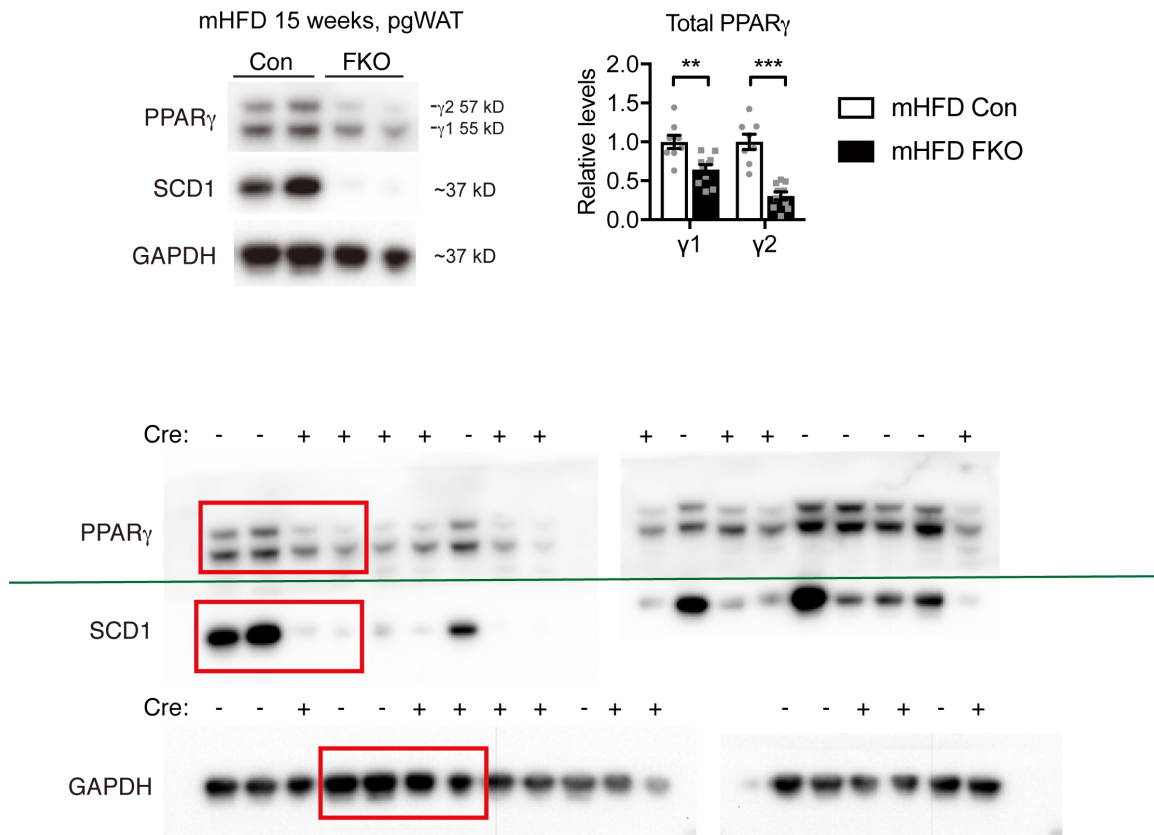

Supplementary Figure 23. Expression of PPAR γ isoforms and SCD1 in mice on mHFD for 15 weeks ($n = 8$, Con; $n = 10$, FKO). Two representative mouse samples from each group were presented in Western blots. Data in the density graph were presented as mean $\pm$ s.e.m (Density signals of PPAR γ normalized by those of GAPDH). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, two-way ANOVA and *post-hoc* Sidak's multiple comparisons test. Full blots associated are displayed. Red frames indicate cropped region displayed in the upper panel.

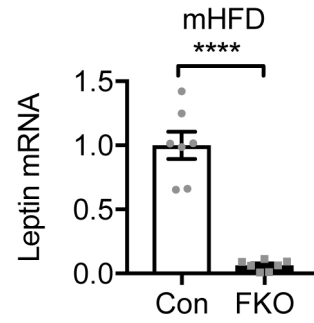

Supplementary Figure 24. Expression of leptin in mice on mHFD for 15 weeks (n = 7 per group). Data were presented as mean $\pm$ s.e.m. * P < 0.05, ** P < 0.01, **** P < 0.0001, unpaired two-tailed Student's t-test.

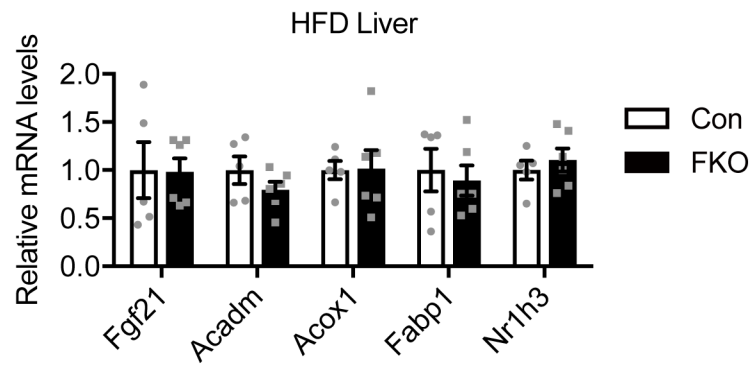

Supplementary Figure 25. Expression of PPAR α target genes in liver from mice on HFD for 9 weeks. Data were presented as mean $\pm$ s.e.m. None of these genes were differentially regulated by FKO as assessed by unpaired two-tailed Student's t-test.

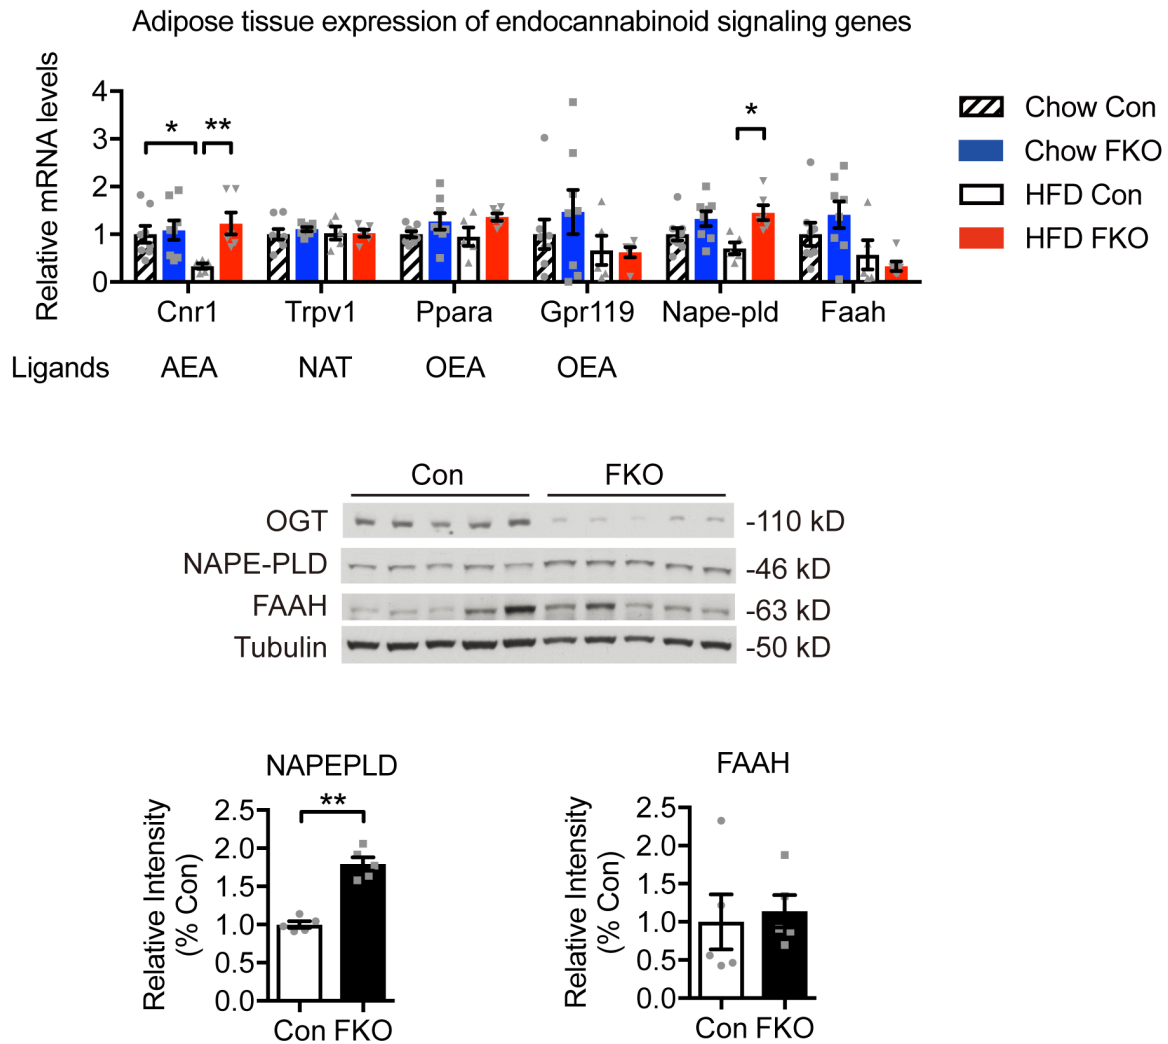

Supplementary Figure 26. Gene expression analysis of endocannabinoid signaling and metabolism in adipose tissue. Upper graphs show the mRNA levels in adipose tissue of chow-fed mice ($n = 8$ per group) and age-matched 9-week-HFD-fed mice ($n = 5$ (Con) or 6 (FKO)). Lower graphs show protein levels of NAPE-PLD and FAAH in adipose tissue from 9-week-HFD-fed mice ($n = 5$ per group). Data were presented as mean $\pm$ s.e.m. * $P < 0.05$, ** $P < 0.01$, unpaired two-tailed Student's t-test. NAT, N-acyl taurine. Full blots associated are displayed in Supplementary Figure 27.

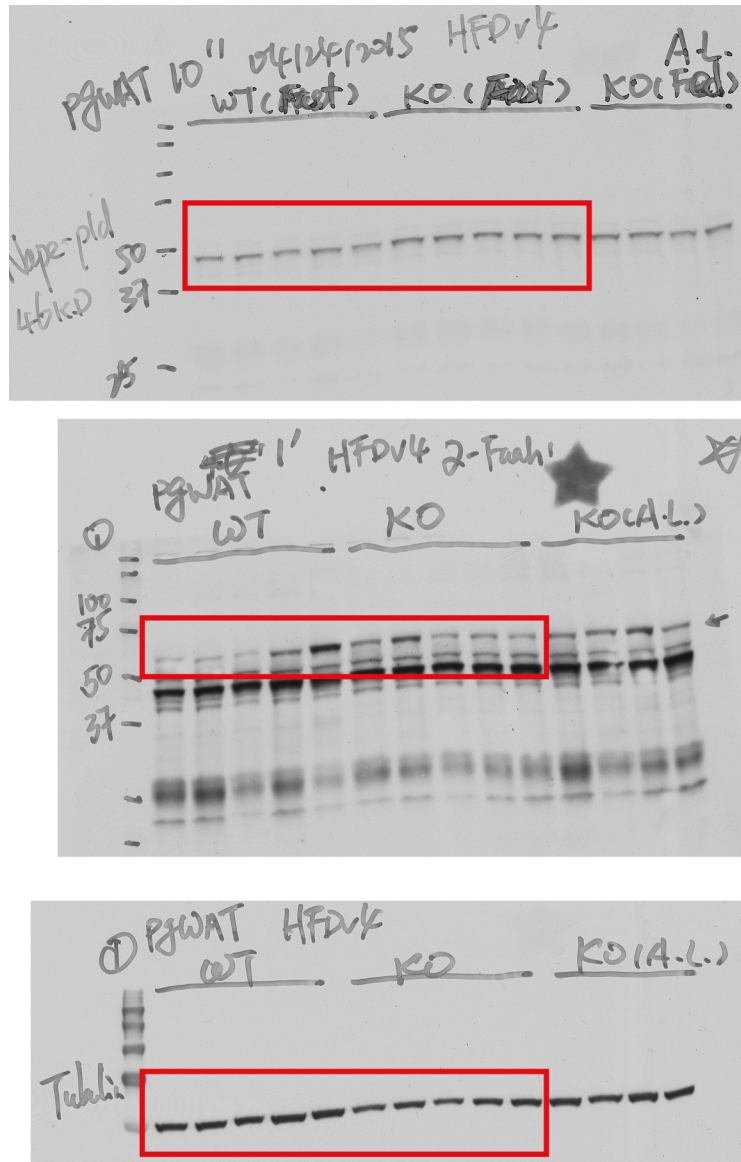

Supplementary Figure 27. Full blots associated with Supplementary Figure 26 are displayed. Red frames indicate cropped region displayed in the Supplementary Figure 26.

Supplementary Table 1. List of DNA Oligonucleotides

Oligo name	Forward	Reverse
u36B4	CCGATCTGCAGACACACACT	ACCCTGAAGTGCTCGACATC
Ogt	AAGAGGCACGCATTTTTGAC	ATGGGGTTGCAGTTCGATAG
Agrp	TGCTACTGCCGCTTCTTCAA	CTTTGCCCAAACAACATCCA
Npy	TAACAAGCGAATGGGGCTGT	ATCTGGCCATGTCCTCTGCT
Pomc	AGGCCTGACACGTGGAAGAT	AGGCACCAGCTCCACACAT
c-Fos	CCTTCGGATTCTCCGTTTCTCT	TGGTGAAGACCGTGTCAGGA
Scd1	CCGGAGACCCCTTAGATCGA	TAGCCTGTAAAAGATTTCTGCAAACC
Scd2	TGCCTTGTATGTTCTGTGGC	TCCTGCAAGCTCTACACCTG
Scd3	GCCTTGTACGTTCTGTGGCT	CCCTCCTGCAAGCTCTACAC
Acaca	GAAGCCACAGTGAAATCTCG	GATGGTTTGGCCTTTCACAT
Acly	AATGGCCGTCATGTGAGTTT	GTGGCCCCAACTATCAAGAG
Acss2	GCTGAACTGACACACCTGGA	AACTTGCGCACAAAGTTGCT
Fasn	GTTGGCCCAGAACTCCTGTA	GTCGTCTGCCTCCAGAGC
Elovl6	AACTTGGCTCGCTTGTTTCAT	CCAATGGATGCAGGAAAACCT
Srebf1	CTGTCTCACCCCCAGCATAG	GATGTGCGAACTGGACACAG
Mlxipl	CACTCAGGGAATACACGCCTAC	ATCTTGGTCTTAGGGTCTTCAGG
Nr1h3	TGGAGAACTCAAAGATGGGG	TGAGAGCATCACCTTCCTCA
Pparg	CAAGAATACCAAAGTGCGATCAA	GAGCTGGGTCTTTTCAGAATAATAAG
Lep	GACACCAAAACCCTCAT	CAGTGTCTGGTCCATCT
Fgf21	CTCCAGCAGCAGTTCTCTGA	CCTGGGTGTCAAAGCCTCTA
Acadm	ATGACGGAGCAGCCAATGA	ATGGCCGCCACATCAGA
Acox1	GGATGGTAGTCCGGAGAACA	AGTCTGGATCGTTCAGAATCAAG
Fabp1	CCAGGAGAACTTTGAGCCATTC	TGTCCTTCCCTTTCTGGATGA
Cnr1	TGAGAAAGAGGTGCCAGGAG	CTTGATAGCAGAGAGCCAGCC
Trpv1	CATCATCAACGAGGACCCAG	AACCAGGGCAAAGTTCTTCC
Ppara	AGTTCGGGAACAAGACGTTG	CAGTGGGGAGAGAGGACAGA
Gpr119	TTCCAGCACTTGGTAAAGGC	TGGGAGCTTCACTCTGTCCT
Nape-pld	TACTCATCCATGTCCCTCGG	ATATCTGCGTGGAACAGCCT
Faah	CTGTACCAGTTGGAGCAGGG	GAGACCATGGACAAGGCG
Pparg2-T84A	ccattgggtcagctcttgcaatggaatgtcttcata	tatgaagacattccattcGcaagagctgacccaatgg

How the deposited data were processed for this re-analysis (not part of the article)

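RNA of pgWAT from 8 male mice fed a high-fat diet for 3 days was read on Illumina MouseRef-8 v2.0 arrays, 5 labelled Con (littermates with the floxed Ogt allele) and 3 labelled FKO (with Adiponectin-Cre as well). The group of each array was taken from its sample label. The authors quantile-normalized the intensities before depositing them, by the methods. The software, any background step and the summary over beads are not stated. The values are linear, with the same lowest and highest value on each array. A second table of non-normalized signals and detection p-values was not used here, because none of its 16 columns names a sample.

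Of 25697 probes, 23978 carry 1 gene symbol in the annotation of the array, 0 carry several and 1719 carry none; 23962 match a gene of the reference by Entrez ID, and the symbols number 16593. The background was taken at the mode of all values, 98.5, with its limit, 106.1, set from the 1st percentile of the values below the mode, mirrored above it. Of the tested probes, 7159 (51.6%) lie under 2 times that limit on all arrays, so that small folds there are compressed.

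Intensities were corrected with normexp (offset 50), quantile-normalized and taken to log2 in R 4.3.3 with limma 3.58.1. The plan named a correction from detection p-values, with this one as its fallback, and the fallback was used. Each tested probe was fitted by group (lmFit, eBayes; two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. The methods' t-test assumed equal variances and was taken at the methods' threshold of 0.01 with a fold above 1.5, on the log2 scale since the paper names none. Exact permutation tests took the difference of log2 means over all 56 splits of the arrays into 5 and 3; their smallest p is 0.018. The p-values measure the spread between these mice.

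For 33 gene lists, 1 probe per gene (the brightest over all arrays) was tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. Fisher's exact test asked whether the genes called by the methods' t-test were more frequent in a list, against all tested genes with a symbol. Lists, comparisons, tests and most alternatives were set before the data were examined. The genes named are those that the paper names from the arrays or measured by RT-qPCR in adipose tissue, Ogt, the called genes, and up to 4 genes per list with the smallest p; the values in Fig. 3b and Supplementary Figure 10 had been seen when this rule was written. A gene with several probes is given by its brightest one.

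The code was tested on simulated data of 13877 probes. Of 100 changes of 1 on the log2 scale, limma found 87 with 11 wrong calls and the methods' t-test 92 with 20; of 100 changes of 2, they found 93 and 97. With no change simulated, limma called 0 probes. Noise was independent between probes and the changed probes were picked at random, so these counts do not give the power for the paper's genes.

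The alternatives were no background correction, centring in place of quantile normalization, no level filter, array weights, trended and robust eBayes, the replicate number as a block, a fold minimum, linear values, unequal variances, the other list tests, all probes of a gene, and leaving out each array. Added after seeing the data were an offset of 16, a looser and a stricter level filter, leaving out 3 arrays with epididymal transcripts, Ifi27 read as Ifi27l2a, and estimated correlations together with arrays left out. A block by slide was not run, since no slide is named. Figures were drawn with matplotlib 3.10.9.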

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

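The tests of RNA from the epididymis, of the genotype behind it and of Ifi27 read as Ifi27l2a were chosen after the result was seen; those of the missing difference between the labels were written before the splits of the arrays were run, but after Ogt per array, the principal components and the fold changes of the paper's genes had been seen.

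Of 38 probes of named genes tried, 4 had a Con array far from the other 4 (gap over range above 0.71), where chance gives about 1 in 20. Fasn, the fatty acid synthase, was at 159 on the array labelled Con 4 (223 to 253 on the others), and the elongase Elovl6 at 324 on the same array (461 to 520). Pparg, the adipocyte regulator, was at 2701 on the array labelled Con 1 (3583 to 3910). Leptin (Lep) was at 15530 on the array labelled Con 4 and at 15140 on the others, near the top of the scale, where arrays share the same few values. Adam7, a gene of the epididymis that the paper does not discuss, reached 7925 on the array labelled FKO 3, against 132 to 531 on those labelled Con.

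The labels FKO and Con gave 0 called probes with limma (593 at an unadjusted p under 0.05; 1 by the methods' t-test), and against a count of 0 all 56 of the 56 splits give as many, which says nothing about chance; the highest other split, with the arrays labelled Con 1, Con 3 and FKO 2 as its 3, gives 2228, the next 90, and 51 give none, which points to a structure of the samples. Too few arrays as the cause is argued against only for differences as large as those of that split, which has the same group sizes. Smaller differences between the labels stay open, since standard errors there were 0.84 for Scd2 and 1.16 for Aldh1a7. A mislabelled sample was tested by the paper's sign for its 19 top genes. The labelled split has 5 of 19, so the labels as deposited do not give the paper's lists here. The most in any of the 17 splits with over 10 times its probes by the methods' t-test is 18 (all but Ifi27 in the split of 2228). That is 1 short of the number set beforehand. It is 19 if Ifi27 is read as Ifi27l2a, of which it is an older name, a reading chosen after the values were seen. Ogt, which is not among these 19 genes, was lowest on the arrays labelled Con 1, Con 3 and FKO 2 with each of its 3 probes. This goes with exchanged labels, but it was seen before the rule was written, and the position of the probes was not settled. By the rule, a mislabelled sample and a difference between mice of another origin (litter, untested) cannot be told apart as what parts these 3 arrays. The labels give an age of 15 weeks for all 8, so age as labelled does not part them. Another origin alone would not make the paper's lists follow these 3 arrays in place of the labels as deposited. They were the lowest 3 for 9 of the 10 genes of Fig. 3b and the highest 3 for all 9 of Supplementary Figure 10. The sign alone tells little, since all of the 16 splits with at least 2 of those 3 arrays reach 18 or more, and the paper chose these genes on these arrays, so they show which grouping gives its lists and not the genotype. No array was moved to another group, and no gene result was drawn from another split.

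Genes of the epididymis list were high on the arrays labelled FKO 1 and FKO 3 and less so on Con 2: the list's mean log2 intensity was 9.49, 10.13 and 7.77 there, and 6.64 to 6.86 on the other 5. Of the 10 members over 1.5 times the background limit, 0 were higher on all FKO than on all Con arrays, but this rests on the array labelled FKO 2 alone. The higher mean on Con 2 (7.77) goes against the labels as well. The genotype as labelled would by itself leave both arrays unaccounted for. Each is 1 array, so it is not excluded. RNA from another tissue is a candidate explanation that stays open: Adam7 (3939 and 7925), Rnase12 (2263 and 3808) and Wfdc10 (2040 and 3245) were high on the arrays labelled FKO 1 and FKO 3, and 10 of 10 members had these as the 2 highest, but that is the observation that raised it, on members kept by a level they reach there, and so no test of it, and the 2 explanations cannot be told apart. Of the 13 members measured, 3 were above the limit on all 8 arrays, 0 are in another list and 0 among the paper's top genes. No biological explanation other than the genotype was tested, and the methods name no step that would remove epididymis.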

How the results depend on the processing

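The offset of 16, Ifi27 read as Ifi27l2a, estimated correlations with arrays left out, the looser and stricter level filters and the setting without the arrays labelled Con 2, FKO 1 and FKO 3 (4 arrays against 1, the lone one assumed to vary like the others) were chosen after seeing the data. No gene of the paper's lists was called in any setting. Of 2786 values for 148 genes, 2774 kept their side of the threshold, 12 came to pass it and 0 ceased to, while 149 changed sign below it. The limma counts stayed at 0 in all settings except leave-one-out: higher 0 to 191 (without FKO 2), lower 0 to 15 (without Con 5; 2 without FKO 2). With the replicate number as a block they were 0 and 0 (210 at an unadjusted p under 0.05) and 4 lists were called. The numbers do not pair the mice (correlations of same-number deviations −0.56, −0.70 and −0.41). By the methods' t-test higher probes numbered 1 on linear values and 4 with offset 16, and 0 to 218 in leave-one-out (218 without FKO 2, 1 without Con 2); lower probes 0 on linear values, 3 with unequal variances, 6 with offset 16, 0 without the 3 arrays and 0 to 63 in leave-one-out (63 without Con 5; 0 without Con 2, Con 3, Con 4, FKO 1 or FKO 3); after Benjamini-Hochberg 1 passed without FKO 2 and 0 elsewhere. Lists called by camera, 3, became 1 without a level filter or with the looser one, 0 with the filter on all 8 arrays, with an estimated correlation (also with any 1 array or the 3 left out) and with fry, 5 with array weights, 12 without the 3 arrays and 1 to 8 in leave-one-out (without Con 3 and FKO 3; 7 without Con 1 or FKO 1, 5 without Con 4); lists with more called genes ran from 0 to 1 (without FKO 2). The matrix call was lost with trend and robust, without or with other level filters, with an estimated correlation, with fry and without Con 1, Con 3, FKO 1 or FKO 3; the erythroid call without or with other level filters, with an estimated correlation, with fry, with all probes and without Con 3 or FKO 2. Mean log2 fold changes of lists that reversed without the 3 arrays were −0.92 (Fig. 3b), 0.70 (Supplementary Figure 10; −0.69 with array weights and −0.77 without FKO 2), −0.26 (sterol synthesis), 0.13 (matrix), 0.27 (endothelial) and −0.17 (epididymis, by construction), with array weights 0.34 (hepatocyte), and in leave-one-out −0.19 to 0.23 (sterol) and −0.29 to 0.12 (endothelial; both without FKO 3). In leave-one-out the matrix mean ran from −0.23 to −0.0015 and the epididymis mean from 0.99 to 2.58. The hepatocyte mean ran from −0.33 to 0.22, and without FKO 1 camera called that list lower (adjusted p = 0.00774). Apart from fewer arrays, the cause of these changes was not tested. Correction by detection p-values and a slide block were not run; offset 50 and the deposited table are the settings already given.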

Differences from the paper's values

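The setting in the last paragraph, Ifi27 read as Ifi27l2a and the estimated correlations with arrays left out were chosen after the result was seen, the others before. Ogt does not bear out the labels of the arrays, so each direction here is one between labels.

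At the methods' criterion (the methods' t-test with its fold minimum) the paper gives 157 lower and 149 higher genes, and the values here are 1 and 0 probes. Of the alternatives set before the data were examined, leaving out the array labelled FKO 2 gave 218 higher probes, within 1.5 times the paper's number, with none of the paper's top genes among its calls. Among the 218 were 9 genes of the epididymis list, so the closeness in number is not one in genes. On all 218 the arrays labelled FKO 1 and FKO 3 were the 2 highest, which calling probes higher there largely set. None of the others came within that range of either number.

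For the genes lower in FKO in Fig. 3b, the paper's log2 fold changes, read by eye, and those found here are: Aldh1a7 about −2.9 and 0.075, Apoa2 about −2.1 and −0.012, Scd2 about −2.0 and 0.19, Ifi27 about −1.8 and −0.058 (0.01 if read as Ifi27l2a, a reading chosen after seeing the values), Acss2 about −1.8 and −0.0015, Acadvl about −1.7 and 0.11, Ambp about −1.6 and −0.10, Sssca1 about −1.5 and 0.087, Fam132a about −1.5 and 0.00086, and Kcnj15 about −1.5 and 0.33. For the genes higher in FKO in Supplementary Figure 10 they are: Sfrp5 about 1.6 and −0.49, Cdkn1a about 1.4 and −0.40, Diras2 about 1.4 and −0.39, Lox about 1.3 and 0.091, Aard about 1.2 and −0.25, Tspan6 about 1.2 and −0.25, Cxcl12 about 1.2 and −0.13, Adssl1 about 1.1 and −0.15, and Chchd10 about 1.1 and −0.054. The paper divides signals in FKO by signals in Con, whereas the values here are differences of mean log2 between labels after background correction. Without that correction Aldh1a7 was still at 0.067. Its intensities parted instead between the arrays labelled Con 1, Con 3 and FKO 2 (137, 156 and 134) and the other 5 (866 to 1238). A gene's spread is the pooled standard deviation of its log2 values within the labels. It is a loose bound (1.49 for Apoa2, 1.19 for Ambp). Without the array labelled FKO 1, Apoa2 (−0.67) and Ambp (−0.60) came within their spread of the paper's value, as did Ambp without the array labelled Con 3 (−0.48). No other value for these 19 genes did so under an alternative set beforehand. The Ifi27 probe lies near the top of the scale, where folds are compressed, so its value here says little. Another Ifi27 probe, between 6773 and 7733, gave −0.078 (standard error 0.063).

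The paper finds genes of mitochondria, peroxisome, fatty acid metabolism and oxidation and reduction among those lower in FKO, and mitochondrial genes among those higher. Here the 0 higher and 1 lower genes called left nothing to test for enrichment, and of the lists on these processes 0 were called by camera (adjusted p from 0.295 for the peroxisome and the mitochondrial ribosome to 0.862 for fatty acid synthesis). Camera looks for a shift in 1 direction, unlike an enrichment of called genes, and can miss members that move both ways. Fry in its mixed form, which takes either direction, called 0 lists. Of the alternatives set before the data were examined, leaving out the array labelled Con 1 or FKO 1 had the peroxisome called lower (mean log2 fold change −0.09 and −0.10), leaving out Con 4 or FKO 3 the mitochondrial ribosome (−0.08 and −0.07), and leaving out FKO 3 fatty acid synthesis (−0.14), all at the preset correlation and none at an estimated one.

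In a setting chosen after seeing the values, without the arrays labelled Con 2, FKO 1 and FKO 3 in which epididymal transcripts were high, the array labelled FKO 2 is the only one left of its label. There 18 of the 19 genes had the paper's sign, all but Ifi27, and 17 came within their spread of the paper's value (Ifi27l2a, of which Ifi27 is an older name, had −1.01). That spread is a loose bound, since it is taken within the labels and was 1.87 for Aldh1a7. This is no independent agreement: the paper chose the genes on these arrays, and the array labelled FKO 2 is among the 3 lowest for 9 of the 10 genes of Fig. 3b and among the 3 highest for all 9 of Supplementary Figure 10, so their sign was largely set once those labelled FKO 1 and FKO 3 were left out. Camera called the genes of Fig. 3b lower (mean −0.92), those of Supplementary Figure 10 higher (0.70) and the oxidoreductases lower (−0.09). These calls rest on the preset correlation, and with an estimated one 0 lists were called there (adjusted p = 0.699 for the genes of Fig. 3b and for those of Supplementary Figure 10). None of the 19 genes was called there by limma, and 0 probes were by the methods' t-test, but 4 arrays against 1 are too few for these counts to speak against the genes.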

Other observations

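The test of the array labelled Con 5 is among those set before the data were examined; the estimated correlations with arrays left out were chosen after the result was seen, and Cd52 and the genes named for that array were singled out after their values were seen.

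Genes of fat storage were not called by label: of 33 genes of adipocyte lipid storage 5 had a positive and 28 a negative log2 fold change (camera, adjusted p = 0.168), of 20 adipokines 7 and 13 (0.295), with Lcn2, which binds siderophores, at −0.88, and of 13 thermogenic genes 5 and 8 (0.932). Erythroid Alas2 was at 252, 234 and 284 on the arrays labelled FKO 1 to FKO 3 and between 166 and 211 on those labelled Con, with an adjusted p of 1 from limma. Interferon genes (15 positive and 12 negative of 27, adjusted p = 0.122) were not called. Cd52, a surface protein of leukocytes and of epididymal cells, was at 11320 and 13840 on the arrays labelled FKO 1 and FKO 3, 511 on FKO 2, 4306 on Con 2 and between 448 and 665 on the other Con arrays. Of the 30 lists not called, that of mesothelial genes (4 positive, 16 negative of 20) came nearest to the threshold (adjusted p = 0.0783), and 9 genes of O-GlcNAc cycling (3 and 6, 0.483), 32 of the unfolded protein response (16 and 16, 0.295), 27 of macrophages (10 and 17, 0.4) and 24 of the cell cycle (18 and 6, 0.365) did not pass. Leaving out 1 array brought a call for lipid storage (lower, without Con 1 or FKO 1), interferon genes (higher, without Con 1 or FKO 3), mesothelial genes (lower, without Con 1, Con 2, Con 5, FKO 1 or FKO 3), hepatocyte genes (lower, without FKO 1) and the cell cycle (higher, without Con 1 or FKO 1), none of which holds with an estimated correlation.

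Without the array labelled Con 5, limma gave 15 lower probes, among them Cdhr5, a cadherin of brush borders, and Hdc, which makes histamine. Cdhr5 was between 460 and 717 on the arrays labelled Con 1 to Con 4, at 186 on Con 5, and at 163, 178 and 162 on those labelled FKO 1 to FKO 3; Hdc was between 663 and 901, at 317, and at 279, 318 and 243. In all 15, the arrays labelled Con 1 to Con 4 lay above the other 4. That order was largely set by the choice of these probes, which were called only with Con 5 left out.

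The genes that the paper measured by RT-qPCR in other mice, on chow or after a longer high-fat diet, were not called by label on these arrays of 3 days. For lipogenesis (12 of 14 measured, 3 positive and 9 negative, adjusted p = 0.532) the log2 fold changes included 0.19 for Scd2, −0.0015 for Acss2, −0.22 for Acaca (acetyl-CoA carboxylase), −0.11 for Fasn, 0.27 for Elovl6, 0.02 for Srebf1, −0.24 for Mlxipl, and −0.08 for Pparg, where the paper gives Scd genes and Acss2 as lower in FKO (Fig. 4a). Scd1 and Lep, both counted among the 12, lay near the top of the scale, where arrays share the same values, so their folds say little. For the endocannabinoid genes (5 of 6 measured, 2 positive and 3 negative, adjusted p = 0.648), Faah, which breaks down anandamide, was at 176, 186, 208, 224 and 120 on the arrays labelled Con 1 to Con 5 and at 133, 146 and 139 on those labelled FKO 1 to FKO 3 (−0.47, standard error 0.25; exact permutation p = 0.143), where the paper finds it unaltered. Napepld, which makes anandamide, was at 0.0044 (standard error 0.10; exact permutation p = 0.964) and the receptor gene Cnr1 at 0.05 (standard error 0.08), where the paper gives both as induced in FKO mice on the longer diet (Supplementary Figure 26). Cnr1, Ppara and Trpv1 lay near background.

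Pairs of arrays did not follow the labels: the closest were those labelled Con 1 and FKO 2 (correlation across genes, which are not independent replicates, 0.9963), Con 1 and Con 3 (0.9946) and Con 3 and FKO 2 (0.9922), and no arrays were identical. The first principal component (53.8% of the variance) scored the arrays labelled Con 1 to Con 5 at −21.5, 11.3, −20.6, −3.39 and −3.9 and those labelled FKO 1 to FKO 3 at 24.8, −23.3 and 36.6. Its 3 highest scores, on FKO 3, FKO 1 and Con 2, are in the order of the mean log2 intensity of epididymis genes (10.13, 9.49 and 7.77). The component therefore cannot be read as the grouping of Con 1, Con 3 and FKO 2 alone.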
